# Involvement of Arabidopsis BIG protein in cell death mediated by *Myo*-inositol homeostasis

**DOI:** 10.1038/s41598-020-68235-4

**Published:** 2020-07-09

**Authors:** Quentin Bruggeman, Florence Piron-Prunier, Frédérique Tellier, Jean-Denis Faure, David Latrasse, Deborah Manza-Mianza, Christelle Mazubert, Sylvie Citerne, Stéphanie Boutet-Mercey, Raphael Lugan, Catherine Bergounioux, Cécile Raynaud, Moussa Benhamed, Marianne Delarue

**Keywords:** Plant development, Plant physiology, Plant stress responses

## Abstract

Programmed cell death (PCD) is essential for several aspects of plant life. We previously identified the *mips1* mutant of *Arabidopsis thaliana*, which is deficient for the enzyme catalysing myo-inositol synthesis, and that displays light-dependent formation of lesions on leaves due to Salicylic Acid (SA) over-accumulation. Rationale of this work was to identify novel regulators of plant PCD using a genetic approach. A screen for secondary mutations that abolish the *mips1* PCD phenotype identified a mutation in the *BIG* gene, encoding a factor of unknown molecular function that was previously shown to play pleiotropic roles in plant development and defence. Physiological analyses showed that BIG is required for lesion formation in *mips1* via SA-dependant signalling. *big* mutations partly rescued transcriptomic and metabolomics perturbations as stress-related phytohormones homeostasis. In addition, since loss of function of the ceramide synthase LOH2 was not able to abolish cell death induction in *mips1*, we show that PCD induction is not fully dependent of sphingolipid accumulation as previously suggested. Our results provide further insights into the role of the BIG protein in the control of MIPS1-dependent cell death and also into the impact of sphingolipid homeostasis in this pathway.

## Introduction

*Myo*-inositol (MI) is a ubiquitous molecule and the precursor for biosynthesis of many inositol-derivatives such as inositol phosphates, phosphatidylinositol (PtdIns) phosphate, or specific classes of sphingolipids that play critical and diverse roles in vesicle trafficking, hormone signalling, and biotic and abiotic stress responses^1, 2^. The rate-limiting step of MI synthesis is catalysed by l-*myo*-inositol 1-phosphate synthase (MIPS), using Glucose-6-P as a substrate. This reaction is followed by dephosphorylation of l-*myo*-inositol 1-phosphate into MI. These two reactions together, called the Loewus pathway, are the only known route for MI biosynthesis^3^.

Three genes encoding MIPS isoforms have been identified in the Arabidopsis genome^4, 5^, among them MIPS1 is responsible for most of MI biosynthesis in leaves. Pleiotropic developmental defects such as reduced root growth or altered venation in cotyledons have been described for the *mips1* loss of function mutant^6–8^. One of its most striking features is the light intensity-dependent formation of leaf lesions due to Salicylic acid (SA)-dependent Programmed Cell Death (PCD), revealing the importance of MI or inositol derivatives in the regulation of these processes. However, how light affects *MIPS* transcript level and inositol biosynthesis was an open question for a long time until the demonstration that the two light signalling proteins, FAR-RED ELONGATED HYPOCOTYL 3 (FHY3) and its homolog, FAR-RED IMPAIRED RESPONSE 1 (FAR1), were able to directly bind *MIPS1* promoter and to activate its expression, thereby promoting inositol biosynthesis to prevent light-induced SA-dependent cell death^9^.

Because MI is used to synthetize numerous compounds in the cell, including PtdIns, a link between *mips1* PCD and an alteration of sphingolipid homeostasis has been hypothesized by^7^. Sphingolipids are a class of lipids present ubiquitously both in eukaryotes and bacteria structurally characterized by a sphingoid base acyl chain amide linked to a fatty acid (FA), to form the basic unit of all sphingolipids: the ceramide (Cer). Complex sphingolipids are formed by a ceramide or hydroxyl ceramide with the addition of a polar head such as a glycosyl group or a combination of glycosyl and inositol-glucuronic acid groups to form respectively Glucosylceramide (GlCer) and Glycosylinositol phosphoceramide (GIPC). Variability in the length of the sphingoid LCB and the FA, in the number of saturations, in the degree of hydroxylation, and the diversity of polar head groups are responsible of the high structural diversity displayed by sphingolipids^10^. Hence, plant sphingolipids can be divided into four main classes: ceramides, GlCers, GIPCs, and free LCBs^10^. Several reports describe the importance of sphingolipids in biotic stress response during which they induce PCD and SA signalling (reviewed by^11^). Recent work addressing Arabidopsis ceramide synthase specificity toward FA chain length established that LAG ONE HOMOLOG (LOH) 1/3 preferentially use VLCFA as substrates whereas LOH2 rather forms C16 containing ceramides^12^. *LOH2* overexpression induced as expected a strong enrichment in ceramide molecular species with 16:0 FA but also additional phenotypes reminiscent of that of *mips1*, including increased SA concentrations, PR1 gene expression and localized PCD^13^. Likewise, it has been recently shown that an increase of sphingolipids content in ceramidase loss-of-function mutants in Arabidopsis, is correlated with spontaneous cell death accompanied by higher level of SA and other related-stress phytohormones^14^. Consistently, it has been observed that the cell death phenotype of *mips1* mutant correlated with elevated levels of ceramides and hydroxyceramides, likely because the conversion of ceramides in inositol phosphoryl ceramide is compromised in this mutant due to the inhibition of MI production^7^.

In order to gain insight into the molecular mechanism involved in MI-dependent cell death, a screen for extragenic secondary mutations that abolish lesion formation in *mips1-1* using ethyl methanesulfonate (EMS) mutagenesis has been previously performed. Several *suppressors of mips1* (*somi*) mutants were thus identified such as *somi1*, mutated in the Hexokinase 1 (HXK1) enzyme and that was able to restore MI accumulation in the *mips1* mutant^15^, or *somi3*^16^, that rescues lesion formation through reduction of chloroplast activity. Following a candidate gene approach, screen for mutants that display transcriptomic profiles opposing that of the *mips1* mutant, has led to the identification of the Cleavage and Polyadenylation Specificity Factor 30 (CPSF30) as a key component of plant PCD required for the proper expression of a large set of genes involved cell death, defence and abiotic stress responses. We also showed that mutation of *CPSF30* suppresses cell death in other lesion-mimic mutants (LMM), including the *mitogen-activated protein kinase 4* (*mpk4*) mutant^17^, revealing that CPSF30 is a more general regulator of the SA pathway rather than a specific regulator of MI-mediated PCD.

Here, we report another mutation, in a gene named *BIG*, able to suppress *mips1* light-dependent PCD. We demonstrated an epistatic relationship between *mips1* and *big* mutations and that PCD triggered by a decrease in MI content can be reverted by the *big* mutation, possibly through the suppression of SA production.

This gene, *BIG*, encoding a calossin-like protein, is one of the longest genes in the Arabidopsis genome and a large number of *BIG* alleles have been identified in independent genetic screens. One mutant in the *BIG* gene, *tir3-1*, was originally isolated for its resistance to auxin transport inhibitor NPA^18^. Other *big* mutants were subsequently identified, exhibiting a variety of morphological defects and resistance to the auxin’s effect on endocytosis^19,20^; reduced response to cytokinin, ethylene, and gibberellins^21^; corymb-like inflorescences^22,23^; or characterized by mis-regulation of mitochondrial stress signalling^24^. BIG has been also described for its involvement in the circadian clock control^25^ and in elevated CO_2_-induced stomatal closure^26^. Recently^27^, demonstrated that BIG represents a new regulator of the Jasmonic Acid (JA) pathway and a point of convergence for the interactions of JA and others hormones. BIG deficiency promotes JA-dependent gene induction, increased JA production but restricts the accumulation of SA.

Here, we show, by genetic approaches, an epistatic relationship between *mips1* and *big* mutants and that PCD triggered by a decrease in MI content and SA accumulation can be reverted by a *big* mutation. In addition, loss of function of the ceramide synthase LOH2 was not able to abolish cell death induction in *mips1*, showing that PCD induction is not fully dependent of sphingolipid accumulation as previously suggested.

## Results

### *somi2* suppresses cell death and partially restores a wild-type phenotype in the *mips1* mutant

One remarkable aspect of the *mips1* mutant phenotype is the spontaneous lesion formation observed when plants are growth in long-day (LD) conditions, whereas when grown under short-day (SD) conditions, mature *mips1* mutants are indistinguishable from the wild type^6–8^. A screen for suppressors of *mips1-1* using EMS mutagenesis has been previously performed in order to better understand how MIPS1 negatively regulates cell death^15^. Among the 50 *somi* mutants identified, the *somi2* mutant was further characterized in detail in this study.

Four days after transfer in restrictive LD conditions, cell death was observable on *mips1-1* leaves, whereas the *mips1-1 somi2* double mutant did not show any cell death (Fig. 1a). Staining with Trypan blue (Fig. 1b) and measurements of ion leakage (Fig. 1c) confirmed this observation.

**Figure 1:**
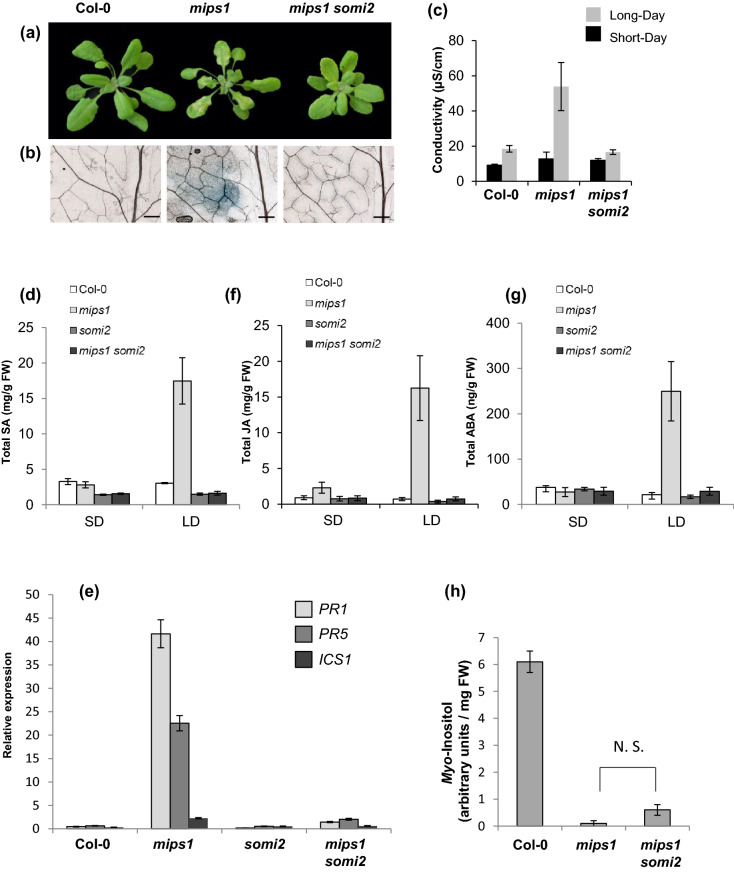
The *somi2*-mediated suppression of SA-dependent cell death in *mips1* Arabidopsis mutant. (**a**) Suppression of *mips1*-mediated cell death in the *mips1 somi2* background. Plants were grown 1 week in vitro and then 14 d in SD conditions in soil and photographed 5 d after transfer to LD conditions. Bar = 1 cm. (**b**) Trypan blue staining of wild-type, *mips1*, *somi2*, and *mips1 somi2* leaves. Bars = 2 mm. (**c**) Ion leakage assays, with means and SD calculated from six discs per treatment with three replicates within an experiment in LD and SD conditions (**d**, **f** and **g**) respectively, total SA, JA and ABA levels in the indicated genotypes, with means and SD calculated from four biological replicates grown for 14 days in SD conditions and transferred to LD conditions for 4 days (LD) or stayed in SD (SD). (**e)** Real-time RT-PCR analysis of *PR1* (*AT2G14610*), *PR5* (*AT1G75040*) and *ICS1* (*AT1G74710*) expression in rosette leaves of plants with the indicated genotypes, 4 days after transfer to LD conditions. Transcript abundance is expressed relative to *UBQ10* (*AT4G05320*) transcript abundance. Average relative quantities 6 SD (n = 3). (**h**) GC–MS analysis of myo-inositol contents in rosette leaves of the indicated lines. Samples were harvested 4 days after transfer in LD conditions. Standard deviations were calculated from four biological replicates. There was Not Significant (N.S.) different values according to Student’s test (P > 0.02). FW, Fresh Weight.

Since lesion formation in *mips1-1* is SA dependent, we measured the effect of the *somi2* mutation on SA content in the *mips1-1* background. As previously reported^6^, free and total SA contents were similar in the different *mips1-1* and wild-type plants under permissive conditions (i.e. SD), but dramatically increased in the *mips1-1* mutant 4 d after transfer to restrictive conditions (Fig. 1d). This increase in SA was abolished in *mips1-1 somi2* double mutants. We also quantified scopoletin, a phytoalexin that confers enhanced resistance against pathogens, establishing a hypersensitive cell death in response to bacterial pathogens^28^. Similarly to SA, the increase in scopoletin levels observed in *mips1* was suppressed in the *mips1-1 somi2* background (Fig. S1). In addition, the *somi2* mutation led to a dramatic down-regulation of the SA pathogenesis-related marker transcripts *PATHOGENESIS-RELATED1* (*PR1*), *PR5* and *ISOCHORISMATE SYNTHASE1* (*ICS1*) (Fig. 1e) in *mips1-1 somi2* compared to *mips1-1*.

To test if changes in homeostasis of other phytohormones, related to stress or developmental defects, can be related to *mips1* phenotype, and its suppression, we also analysed JA, abscisic acid (ABA) and auxin content in these mutants. We found that the content of both stress-related hormones (i.e. JA and ABA) were largely increased in the *mips1-1* mutant 4 d after transfer to restrictive conditions, whereas these contents were similar to will-type levels in *somi2* and *mips1 somi2* background (Fig. 1f, g). In addition, no modification in the auxin content was observed in any of the mutants (Fig. S2).

Defects in primary root development and alteration in cotyledon morphology constitute the two others striking phenotypes of the *mips1* mutant^6–8,29^. The short primary root phenotype displayed by *mips1-1* was not suppressed in the *mips1-1 somi2* mutant (Fig. S3). To examine whether the defects in cotyledons morphology was suppressed by the *somi2* mutation, we categorized cotyledon abnormalities into 4 classes according to the severity of the phenotype (Fig. S4). The *mips1-1 somi2* mutant displayed almost similar proportion of plants with severe cotyledon defects as the *mips1-1* mutant. All these results suggest that SOMI2 factor is specifically involved in the cell death-related defect of the *mips1* mutant and not in other cellular processes requiring MI.

### Cell death suppression in *mips1* is not due to a restoration of MI content

In the *mips1* mutant, the induction of PCD was attributed to the reduced MI or galactinol accumulation, since treatment of mutants with either compounds was able to suppress lesion formation^6^. Hence, using gas chromatography-mass spectrometry (GC–MS) analysis, MI content was quantified in the different genetic backgrounds. While as expected, MI content was strongly decreased in the *mips1-1* mutant compared to the wild type, accumulation of this compound was also severely impaired in *mips1 somi2* double mutant (Fig. 1h). Measurements of raffinose led to the same results: the drastic reduction of this molecule in *mips1* was not restored to a wild-type level by the *somi2* mutation (data not shown).

### *SOMI2* corresponds to the *BIG* gene

To map the *somi2* mutation, an allelic mutant of *mips1-1*, the *mips1-2* allele, in the Wassilewskija (Ws) background, was crossed with *mips1-1 somi2* plants in the Columbia-0 (Col-0) background. A bulk segregant analysis (BSA) was performed using F2 plants without (n = 11) or with lesions (n = 11) in LD conditions and revealed that *somi2* was flanked by microsatellite markers nga172 and nga162, on a region of ≈ 4 Mb on chromosome 3 (Fig. 2a). Further mapping was performed by high-throughput sequencing of nuclear DNA obtained from a bulk of 116 F2 plants without lesion in LD. Sequence analysis using the Col-0 genome as reference revealed that in the region previously mapped by BSA, four candidate genes (AT3G02260, AT3G03110, AT3G05870 and AT3G07980) presented a mutation in 100% of paired-end reads. After two backcrosses of *mips1-2 somi2* with the *mips1-2* single mutant to clean background mutations, we used cleaved amplified polymorphic sequence (CAPS) markers and crosses with T-DNA insertion lines for candidate genes to identify the causal mutation. Through this approach, a deletion of a guanine leading to the apparition of a stop codon was detected in the 4th exon in *AT3G02260*, a large gene spanning 17,506 bp named *BIG*, encoding a protein with unknown biochemical function (Fig. 2a). *mips1-1 big-1* double mutants did not show any lesion (Fig. 2b), suggesting that a loss of function of BIG was able to suppress *mips1*-dependent cell death phenotype. The same result was obtained with crosses with another knock-out allele of *big* mutant, *big-3* (Fig. 2b). To confirm this result, complementation tests were performed between the *somi2* mutation and the *big-1* and *big-3* mutations. First, in order to obtain *somi2* quasi-isogenic lines, the *mips1 somi2* double mutant was crossed during 3 successive generations with wild-type Col-0 plants. Crossing of *somi2* with either *big-1* or *big-3* homozygous mutants resulted in the same compact rosette phenotype characteristic of *big* mutants without lesion in the first filial generation (Fig. S5), confirming that *somi2*, *big-1* and *big-3* were allelic mutations within the same gene.

**Figure 2:**
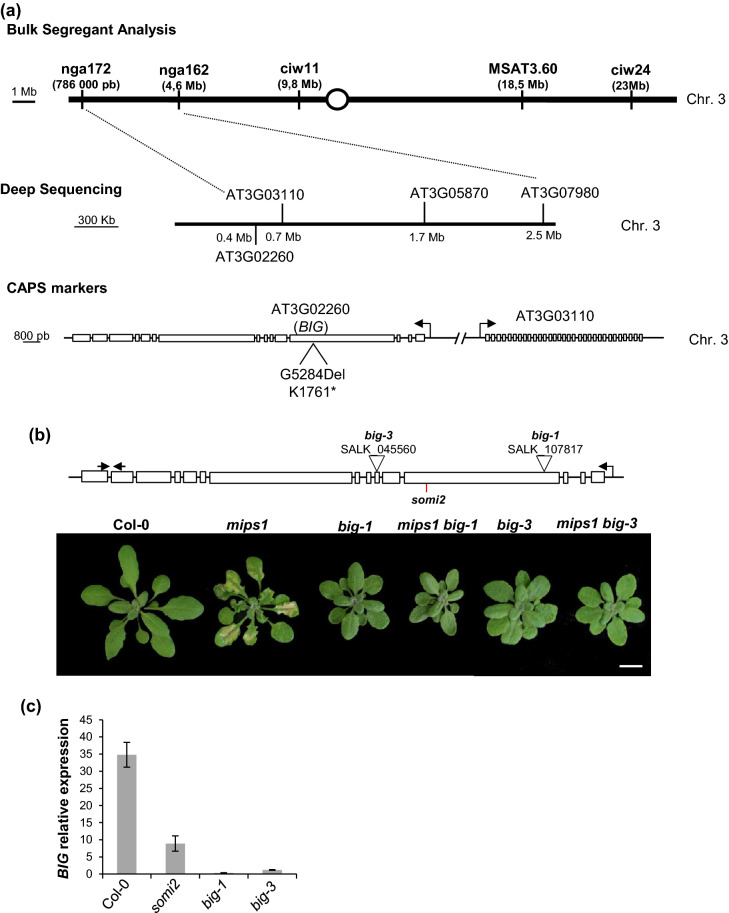
Identification of the *somi2* mutation. (**a**) Bulk segregant analysis was performed using F2 from the cross between *mips1-1 somi2*, in the Col-0 background, and *mips1-2*, in the Ws background, and revealed that *somi2* was flanked by markers nga172 and nga162 on chromosome 3 (Chr. 3). High-throughput sequencing of nuclear DNA obtained from a bulk of F2 plants without lesions in LD identified four candidate genes (*AT3G02260*, *AT3G03110*, *AT3G05870* and *AT3G07980*). CAPS markers were used to remove SNP mutations not linked to the *somi2* locus and 1 gene remained after this step: *AT3G02260*, encoding BIG. Mutations introduced an early stop or an amino acid change of alanine to valine, in BIG. (**b**) Suppression of *mips1*-mediated cell death in *mips1 big-1 and mips1 big-3* backgrounds. Plants were grown 1 week in vitro and then 14 d in SD conditions in soil and photographed 5 d after transfer to LD conditions. Bar = 1 cm. (c) RT-qPCR analysis of the *BIG* expression in indicated lines in LD conditions. Transcript abundance is expressed relative to UBQ10 (AT4G05320) transcripts abundance.

Quantitative RT-PCR analysis of *BIG* expression in these different genetic backgrounds showed that this gene was strongly under-expressed in *big-1* and *big-3* mutants and also in *somi2* mutant (Fig. 2c). As the *somi2* mutation results in a single nucleotide deletion in an exon, this therefore suggests that the BIG protein may be directly or indirectly involved in controlling its own transcription or the stability of its messengers. Another hypothesis would be that the early stop codon induced by the *somi2* mutation is detected by the N on-sense Mediated Decay (NMD) mechanism, which is involved in the degradation of mRNAs with a premature stop codon in eukaryotes^30^.

### Disruption of BIG partially rescues the transcriptional reprogramming of the *mips1* mutants

To further explore the suppression of the *mips1* phenotype by the *somi2* mutation, we performed messenger RNA sequencing (RNA-seq) using rosette leaves of *mips1 somi2* double mutant grown in restrictive LD conditions together with wild-type, *mips1* and *somi2* single mutants. 

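RNA pooled from rosette leaves of several plants was sequenced in 8 libraries, 2 for each of the wild type Col-0, *somi2*, *mips1* and *mips1 somi2*. The deposited labels of the *somi2* lines name only the gene, *BIG*, and not the allele, which is taken here to be *somi2* from the paper's text. They also give other lengths for the SD and LD growth periods than the paper's RNA-seq methods do. Their SD length is that of the paper's general growth conditions. The authors trimmed the single-end reads, mapped them to the TAIR10 genome and deposited the number of reads that featureCounts assigned to the exons of each gene, without normalization. Their counting admitted reads that map to several places, assigned a read over several genes to each of them, set a minimum mapping quality and ignored the strand, so the counts of paralogous, overlapping and antisense genes are less certain than the others. The 2 libraries of each line held 50123257 and 100017412 counts for Col-0, 71671018 and 64466462 for *somi2*, 66921940 and 104501879 for *mips1*, and 75229688 and 61436773 for *mips1 somi2*. Of the 37336 genes listed, 6068 had no count in any library, and the 23916 genes that passed edgeR's expression filter were tested. Libraries were scaled by the TMM method, and expression is given below as CPM (counts scaled to the same library total) with the SD of the 2 libraries. The 10 most abundant genes took 12.5% and 11.6% of the counts in the Col-0 libraries, 8.44% and 8.48% in *somi2*, 4.15% and 4.11% in *mips1*, and 7.00% and 6.87% in *mips1 somi2*. Scaling by library size alone raised the log2 fold change of the median gene against Col-0 to 0.30 in *mips1*, 0.27 in *somi2* and 0.38 in *mips1 somi2*, and lowered that of the interaction of both mutations to -0.20. Genes are called differentially expressed (DEGs) at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood test, in a model of the 4 genotypes with 4 residual degrees of freedom and without a minimum fold change. A gene with at most 3 counts in each library of a line, which corresponds to 0.0273 to 0.0716 CPM, is treated as under the limit of detection in that line, and its fold change is then a lower bound. These limits cover counting error only. The intervals given with shares of genes treat genes as independent draws, which they are not, and do not cover the spread between libraries.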

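The log2 CPM values of the 500 genes with the largest variance were separated into principal components, of which the first carried 76.7% and the second 20.4% of the variance. In the plane of these components, the replicate libraries lay 0.637 units apart in *mips1*, 0.737 in *somi2*, 1.34 in *mips1 somi2* and 3.10 in Col-0. The nearest library of another line lay 111 units from *mips1*, 61.8 from Col-0, and 40.0 from *somi2* and from *mips1 somi2*, which were nearest to each other. With all tested genes in place of the most variable ones, the first components carried 68.2% and 24.6%, and with variance-stabilized values they carried 85.2% and 11.7%.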

Principal component analysis (PCA) revealed a clear clustering of samples by genotype (Fig. S6). We next determined the Differentially Expressed Gene (DEG) set in each mutant compared to wild type, and performed a gene ontology (GO) term analysis focused on biological processes.

As observed previously^6^, mutation in the *MIPS1* gene resulted in large changes of the transcriptome profile with 3,630 and 2,954 transcripts respectively up-regulated and down-regulated compared to the wild-type Col-0. These variations were much higher than those previously described^6^, likely due to the improvement of the transcriptomic analysis method used (RNA-seq technology compared to MicroArray data). 

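Between *mips1* and Col-0, 8602 genes were up-regulated and 8877 were down-regulated. With an absolute log2 fold change of at least 1 as a further condition, the counts were 4126 and 3424. Scaling by library size alone left 5813 down-regulated genes. Transcripts of *MIPS1* (AT4G39800, chromosome 4 from 18469255 to 18472048), which encodes myo-inositol-1-phosphate synthase 1, reached 136 ± 23.0 CPM (SD, n = 2) in Col-0 and 5.71 ± 0.583 CPM (SD, n = 2) in *mips1*. This is a log2 fold change of -4.57 (standard error 0.13, adjusted p = 1.08e-10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the gene was lower in both *mips1* libraries than in both Col-0 libraries.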

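In *somi2*, 6129 genes were up-regulated and 5646 were down-regulated compared with Col-0, of which 2159 and 601 changed by at least 1 on the log2 scale. The *mips1 somi2* double mutant gave 7428 up-regulated and 7338 down-regulated genes, with 3035 and 1199 of them past that fold change. The balance between both directions depended on the scaling, since library size alone gave 11506 and 2109 genes for *somi2* and 13721 and 2848 for *mips1 somi2*. Across the 17479 genes called in *mips1*, the log2 fold changes of *mips1 somi2* had a least-squares slope of 0.318 on those of *mips1*, and the median ratio was 0.149. The change was smaller in *mips1 somi2* for 78.4% of these genes and had the opposite sign for 40.5%. Genes picked by their change in *mips1* favour a larger change in that line, and genes are not independent replicates. Over all tested genes the slope was 0.321. In 20 simulations of unchanged lines compared with the same Col-0 libraries, it had a mean of 0.167 (range 0.141 to 0.194). There *mips1* gave 0 calls, so noise of the Col-0 libraries weighed more in its fold changes than in the data. The simulated slope is thus no measure of what the shared libraries add to 0.321. Among genes with at least 10 counts in every library the slope was 0.209.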

We also found a significant number of DEGs in *somi2* single mutant (1628 up-regulated and 505 down-regulated) and *mips1 somi2* double mutant (2,422 up-regulated and 986 down-regulated) compared with wild-type Col-0 with a number of DEG in the *mips1* mutant displaying a lower fold change in *somi2* and *mips1 somi2* compared to the WT (Fig. 3a).

**Figure 3:**
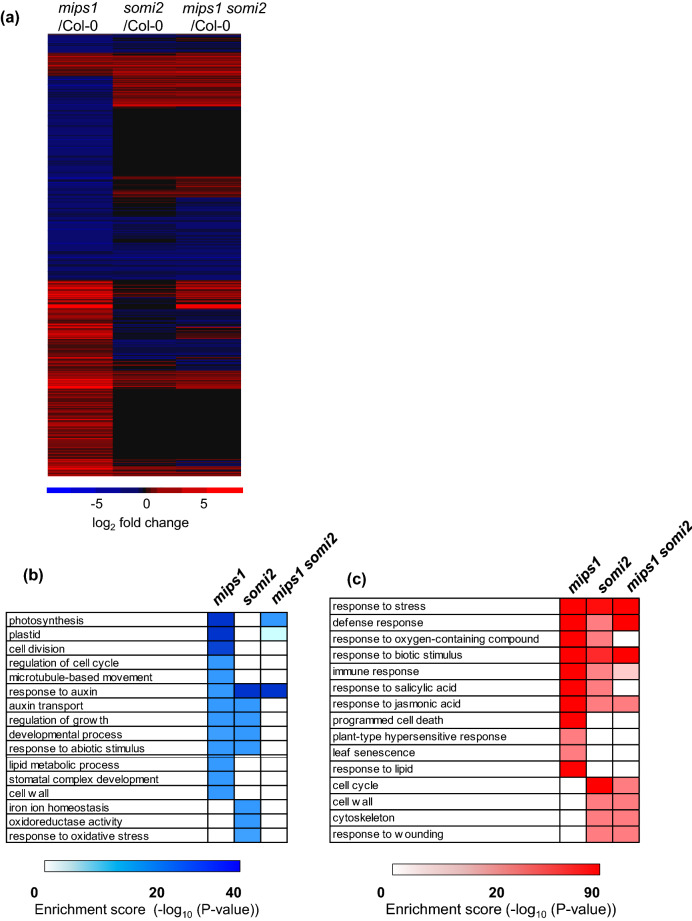

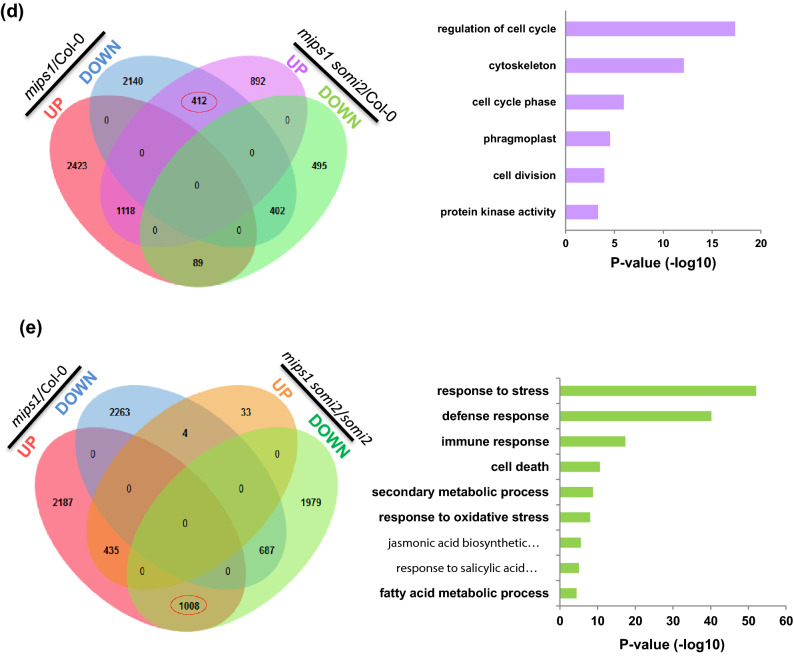
Characterization of gene networks deregulated by the *mips1* and *somi2* mutations. (**a**) Hierarchical clustering of genes differentially expressed between each mutants and the WT Col-0. Genes for which at least one comparison showed differential expressions were retained (p value < 0.05). Red and blue correspond to up- and down-regulated expression, respectively. The heat map was realized using heatmap.2 package of the R software (**b**, **c**) Over-represented Genes Ontologies analysis of under-expressed (**b**) and over-expressed (**c**) genes in each genotype. Analyses were performed with the agriGO online software^31^. The colour represents value of − log P. (**d**, **e**) Venn diagrams showing the differentially regulated genes in common between the different comparisons. The *mips1* mutant was compared to the Col-0 reference and the *mips1 somi2* double mutant was compared to the Col-0 reference (**d**) or the *somi2* mutant (**e**). Selected enriched biological processes (p value < 0.05) of the set of genes circled in red, is indicated on the right of the diagram.

To identify the types of gene networks deregulated by the combination of the *mips1* and *somi2* mutations, the data sets were mined with the software tools AgriGO^31^. 

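No GO annotation was used, and gene families chosen by symbol or product name stand in for GO terms, so a family can hold an unrelated gene that shares a symbol. Genes named to identify a count of 5 or fewer were picked after their values were seen. The 41 tested genes of the photosystems and antenna complexes (symbols beginning with LHCA, LHCB, PSA or PSB) had a median log2 fold change of -1.84 between *mips1* and Col-0. Of these genes, 38 were down-regulated and 1, *PSAT*, was up-regulated, which shares the symbol but encodes a phosphoserine aminotransferase, and the adjusted p was 1.83e-12 in camera's set test with Benjamini-Hochberg adjustment over the tests of all gene sets. With each library left out in turn, the median stayed between -1.89 and -1.78. The 140 tested genes of the chloroplast and mitochondrial genomes had a median of -1.33, with 26 down-regulated and 8 up-regulated (adjusted p = 0.0121 in camera's set test with Benjamini-Hochberg adjustment). This value rested on the Col-0 libraries, in which organelle genes took 2.67% and 0.926% of the counts: without Col-0 replicate 1 the median was -0.17 and without Col-0 replicate 2 it was -1.92. Under fry, a set test that estimates the correlation between genes, all set calls by camera held except those of the organelle genes in *mips1* and in the interaction and that of the kinesin genes between *mips1 somi2* and *somi2*. Fry asks whether the genes of a set moved in 1 direction on average, and camera whether the set moved more than other genes. The direction that fry found was not kept, so its call need not go with the sign of the median. Against Col-0, fry also called 16 sets that camera did not, 2 in *mips1* (ethylene biosynthesis and iron homeostasis genes) and the others in the *somi2* lines.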

In the *mips1* mutant, overrepresented Gene Ontology (GO) terms among under—expressed genes are significantly enriched in photosynthesis and the organization of plastids and light-harvesting complex, results consistent with previous *mips1* transcriptomic and genetic analyses showing that the chloroplastic function was severely impaired in *mips1* mutants under restrictive conditions (Fig. 3b)^6,16^. In addition, response to hormone, and specifically auxin response and transport, and also lipid metabolism, cell wall, microtubules and cell cycle GO terms were also enriched among this class of down-regulated genes. 

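The 39 tested Aux/IAA and SAUR genes of the auxin response had a median log2 fold change of -1.65 between *mips1* and Col-0, with 30 down-regulated and 4 up-regulated (*IAA10*, *SAUR9*, *SAUR21* and *SAUR36*; adjusted p = 6.05e-06 in camera's set test with Benjamini-Hochberg adjustment). With 1 gene under the limit of detection in a line set to its bound and 2 under it in both lines left out, the median was -1.69. Auxin transporters of the PIN family, with 6 tested genes, had a median of -1.09 (adjusted p = 0.00563 in the same test). Among genes of lipid metabolism, 16 of 18 KCS genes were down-regulated and none was up-regulated, with a median of -0.93 (adjusted p = 0.000287 in the same test). For the cell cycle, 22 of 27 cyclins of the A, B and D classes were down-regulated and 2, *CYCA1;2* and *CYCD4;2*, were up-regulated, with a median of -1.12 (adjusted p = 4.71e-05). Tubulin genes, with 13 of 15 down-regulated and *TUA1* up-regulated, had a median of -1.23 (adjusted p = 8.13e-05), and kinesin genes, with 20 of 27 down-regulated and 3 up-regulated (*ARK2*, *ATK4* and AT1G52320), had a median of -0.82 (adjusted p = 0.000655). For 23 expansin genes of the cell wall the median was -0.51, with 13 down-regulated and 4 up-regulated (*EXLA1*, *EXLB1*, *EXPA2* and *EXPA9*; adjusted p = 0.0264). Expansins also depended on the filter, because without a filter on low counts their median was 0, and with genes under the limit of detection handled as above it was -0.54.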

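Of the 11775 genes called between *somi2* and Col-0, 47.9% were down-regulated. The share was 21.8% among the 2760 genes that also changed by at least 1 on the log2 scale, and 15.5% with libraries scaled by size alone, but 52.6% in DESeq2 and 51.5% with RLE size factors. Transcripts of *BIG* (AT3G02260, chromosome 3 from 430877 to 448680) reached 122 ± 13.5 CPM (SD, n = 2) in Col-0, 59.6 ± 3.50 in *somi2*, 208 ± 4.64 in *mips1* and 91.6 ± 2.45 in *mips1 somi2*. The log2 fold change between *somi2* and Col-0 was -1.04 (standard error 0.0810, adjusted p = 6.43e-07) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both *somi2* libraries lay below both Col-0 libraries. Against Col-0, *BIG* was also lower in both libraries of *mips1 somi2*, with a log2 fold change of -0.42 (standard error 0.0800, adjusted p = 0.000654) in the same test, and higher in both libraries of *mips1*, with 0.77 (standard error 0.0800, adjusted p = 2.00e-06). The effect of *somi2* on *BIG* did not differ detectably between both *MIPS1* backgrounds, with an interaction of -0.15 (standard error 0.11, adjusted p = 0.271) in the same test. It was -0.020 without Col-0 replicate 1 and -0.25 without Col-0 replicate 2.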

Transcriptomic analysis of the *somi2* mutant indicated that only 23% of DEG were down—regulated including among them the *BIG* gene, which confirms our previous results of quantitative RT-PCR analysis. GO analysis of the genes showed a significant enrichment in transcripts related to growth, development and auxin signalling pathways (Fig. 3b) which is consistent with the reported function of BIG in auxin signalling response^32^. Likewise, as described previously by^27^, ethylene biosynthesis genes (i.e. *ACS5*, *ACS8*, *ACO3*) displayed much lower expression levels in *somi2* mutants than in the WT. 

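In *somi2*, 26 of the 39 tested Aux/IAA and SAUR genes were down-regulated and 4 were up-regulated (*IAA15*, *IAA20*, *IAA30* and *IAA32*), with a median log2 fold change of -0.80 against Col-0 (adjusted p = 3.17e-07 in camera's set test with Benjamini-Hochberg adjustment). For the 6 tested PIN genes, the median of -0.23 was not called (adjusted p = 0.722 in the same test, but 0.0119 in fry's set test), became 0.043 with libraries scaled by size alone, and was -0.094 without Col-0 replicate 2.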

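*ACS5* (AT5G65800, chromosome 5 from 26330746 to 26332812) encodes ACC synthase 5 and reached 1.56 ± 0.0843 CPM (SD, n = 2) in Col-0 and 0.382 ± 0.0265 in *somi2*, from 63 and 138 counts and from 29 and 24 counts. Its log2 fold change was -2.03 (standard error 0.23, adjusted p = 2.64e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ACS8* (AT4G37770, chromosome 4 from 17752079 to 17754157) fell from 3.98 ± 0.217 CPM (SD, n = 2) to 0.905 ± 0.323, a log2 fold change of -2.14 (standard error 0.21, adjusted p = 4.77e-06) in the same test. Both genes were lower in both *somi2* libraries than in both Col-0 libraries. The annotation gives the symbol *ACO3* to an aconitase, so no value is reported for an ACC oxidase of that name. Across the 12 tested ACS and ACO genes, the *somi2* median of 0.25 was not called (adjusted p = 0.768 in camera's set test with Benjamini-Hochberg adjustment, but 0.00787 in fry's). The sign of this median depended on the filter: it was -0.29 for genes with at least 10 counts in every library and -0.064 without a filter. It was 0.14 without Col-0 replicate 2.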

A set of genes involved in iron homeostasis, oxidoreductase and response to oxidative stress were also down-regulated in the *somi2* background. It is worth noting that genes involved in photosynthesis, ethylene biosynthesis and auxin transport are still down-regulated in *mips1 somi2* double mutant, indicating that these pathways are not fully restored in this background (Fig. 3b). Moreover, a set of genes involved in plant sphingolipid metabolism, according to the classification established by^33^, were specifically down-regulated in *mips1* background. 

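Of 23 tested genes with an IRT, FRO, NAS, FER or YSL symbol, which act in iron uptake and storage, 11 were down-regulated and 9 were up-regulated in *somi2*. Their median log2 fold change against Col-0 was -0.15 (adjusted p = 0.106 in camera's set test with Benjamini-Hochberg adjustment, but 0.000286 in fry's), with the opposite sign, 0.13, when libraries were scaled by size alone, and -0.27 without Col-0 replicate 1. The strongest decrease among them was -3.25 and the strongest increase 1.25. Class III peroxidases, a family of oxidoreductases, were mostly higher in *somi2*: 26 of 51 tested genes were up-regulated and 3 were down-regulated (AT2G34060, AT2G41480 and AT3G49960), with a median of 0.86 (adjusted p = 8.13e-05 in the same test). With 7 genes under the limit of detection in a line set to their bound and 4 under it in both lines left out, the median was 0.88.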

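In *mips1 somi2*, 38 of the 41 photosystem and antenna genes were down-regulated and 2 were up-regulated against Col-0 (*PSAT* and *PSAT1*, transferases that share the symbol), with a median log2 fold change of -1.0 (adjusted p = 1.83e-12 in camera's set test with Benjamini-Hochberg adjustment). In the *somi2* single mutant, 34 of these genes were down-regulated and 1 was up-regulated (*PSAT*), with a median of -0.68 (adjusted p = 2.91e-12 in the same test). Against *somi2*, 33 of these genes were down-regulated in the double mutant and none was up-regulated, with a median of -0.35 (adjusted p = 1.83e-12 in the same test). For the ACS and ACO genes the median was -0.47, and the set was not called (adjusted p = 0.351 in the same test, but 0.000516 in fry's set test). *ACS5* and *ACS8* themselves were lower in both *mips1 somi2* libraries than in both Col-0 libraries, with log2 fold changes of -1.52 (standard error 0.22, adjusted p = 0.000100) and -2.24 (standard error 0.21, adjusted p = 1.70e-06) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median of the PIN genes was -0.24 (adjusted p = 0.748 in camera's set test with Benjamini-Hochberg adjustment, but 0.0238 in fry's). That median became 0.14 with libraries scaled by size alone and -0.10 without Col-0 replicate 2. The Aux/IAA and SAUR genes, with 26 of 39 down-regulated and 5 up-regulated (those of *somi2* and *IAA28*), had a median of -1.08 (adjusted p = 1.25e-05 in camera's set test with Benjamini-Hochberg adjustment).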

Remarkably, all these genes, (listed in Table S1), encode activities for the elongase complex involved in VLCFA synthesis as 3-*KETO ACYL-COA SYNTHASE* (*KCS*) genes, *PASTICCINO2* (*PAS2*), *ECERIFERUM 10* (*CER10*) and also two *FATTY ACID HYDROXYLASE* (*FAH*), involved in the synthesis of hydroxyl ceramides.

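All 12 genes of Table S1 were down-regulated in *mips1*, over all tested genes and when adjusted over the list alone, with log2 fold changes from -1.76 (*SBH2*) to -1.02 (*CER10*) and a median of -1.37 (adjusted p = 1.45e-05 in camera's set test with Benjamini-Hochberg adjustment). The study chose this list on the same libraries, so the test on the list is not independent evidence. Each gene's interaction of both mutations was positive and called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median of 1.26. In *somi2*, 5 genes were down-regulated (*KCS1*, *KCS2*, *FAH1*, *FAH2* and *SBH2*) and 3 were up-regulated (*KCS5*, *KCS19* and *PAS2*), or 6 and 3 adjusted over the list alone. In *mips1 somi2*, *KCS1*, *FAH1*, *FAH2* and *SBH2* were down-regulated and the same 3 genes were up-regulated, with equal numbers adjusted over the list alone. The largest decrease outside *mips1* was that of *SBH2*, with log2 fold changes of -0.96 (standard error 0.0678, adjusted p = 2.63e-07) in *somi2* and -1.29 (standard error 0.0684, adjusted p = 1.09e-08) in *mips1 somi2* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was lower in both libraries of each line than in both Col-0 libraries. The median of the list against Col-0 was -0.15 in *somi2* and -0.064 in *mips1 somi2*, but 0.12 and 0.32 with libraries scaled by size alone. Without *somi2* replicate 1 the *somi2* median was -0.23, and without *somi2* replicate 2 it was -0.081. The *mips1 somi2* median was -0.010 without Col-0 replicate 2. All 18 tested KCS genes gave medians of -0.15 and -0.064 in these lines, with the same change of sign under that scaling and the same *mips1 somi2* value, -0.010, without Col-0 replicate 2. *KCS2*, *KCS11*, *CER10*, *FAH1* and *FAH2* overlap another annotated gene, so part of their counts can belong to the neighbour.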

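Of the 63 tested WRKY transcription factor genes, which include regulators of defence and senescence, 49 were up-regulated and 4 (*WRKY3*, *WRKY23*, *WRKY49* and *WRKY74*) were down-regulated in *mips1*, with a median log2 fold change of 2.73 against Col-0 (adjusted p = 3.71e-10 in camera's set test with Benjamini-Hochberg adjustment). Among them, 6 were under the limit of detection in a line and 3 in both lines, and with the former set to their bound and the latter left out the median was 2.13. *ICS1* (AT1G74710, chromosome 1 from 28070295 to 28074177), whose product acts in SA synthesis, rose from 8.03 ± 0.822 CPM (SD, n = 2) in Col-0 to 120.3 ± 8.50 in *mips1*, a log2 fold change of 3.90 (standard error 0.0883, adjusted p = 1.20e-12) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was higher in both *mips1* libraries than in both Col-0 libraries. The set of PR genes held only *PR1* and *PR5*, both up-regulated, with a median of 9.58 (adjusted p = 0.0124 in camera's set test with Benjamini-Hochberg adjustment).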

Correlated to the phenotype of *mips1* mutant, genes involved in stress, defence, immune response, programmed cell death, senescence, response to biotic stimulus, SA and oxidative compounds were largely over-represented among genes over-expressed in *mips1* background also confirming our previous results (Fig. 3c)^6^. Among these set of genes, it can be noted that the *LOH2* ceramide synthase gene is specifically over-expressed in *mips1* mutant as well as *PR1* and *PR5*, confirming the results described above. 

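*LOH2* (AT3G19260, chromosome 3 from 6669065 to 6671638) reached 11.2 ± 0.401 CPM (SD, n = 2) in Col-0, 32.9 ± 0.0541 in *mips1*, 10.2 ± 0.470 in *somi2* and 11.0 ± 0.663 in *mips1 somi2*. It was higher in both *mips1* libraries than in both Col-0 libraries, with a log2 fold change of 1.56 (standard error 0.0733, adjusted p = 9.38e-10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No change from Col-0 was detected in *somi2*, with -0.14 (standard error 0.0755, adjusted p = 0.151), or in *mips1 somi2*, with -0.020 (standard error 0.0749, adjusted p = 0.833) in the same test, and the difference in response was called, with an interaction of -1.44 (standard error 0.10, adjusted p = 1.23e-07). Both of these small values had a positive sign with libraries scaled by size alone, 0.13 in *somi2* and 0.36 in *mips1 somi2*. The former was -0.092 without *somi2* replicate 1. The latter was 0.041 and -0.074 without *mips1 somi2* replicates 1 and 2. *PR1* (AT2G14610, chromosome 2 from 6241640 to 6242541) rose from 1.04 ± 0.0227 CPM (SD, n = 2) in Col-0 to 1558 ± 4.41 in *mips1*, a log2 fold change of 10.54 (standard error 0.14, adjusted p = 3.15e-14) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was also higher than in both Col-0 libraries in both libraries of *somi2*, at 6.61 ± 1.07 CPM, with 2.66 (standard error 0.13, adjusted p = 9.41e-09), and in both of *mips1 somi2*, at 88.0 ± 5.16 CPM, with 6.39 (standard error 0.13, adjusted p = 3.69e-12) in the same test. *PR5* (AT1G75040, chromosome 1 from 28177670 to 28179022) rose from 1.68 ± 0.0928 CPM (SD, n = 2) to 661 ± 21.3 in *mips1*, a log2 fold change of 8.63 (standard error 0.11, adjusted p = 2.67e-14) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no library of *mips1* was below a Col-0 library. In *somi2* it reached 7.68 ± 0.516 CPM and in *mips1 somi2* 33.2 ± 2.71, with log2 fold changes of 2.21 (standard error 0.10, adjusted p = 7.28e-09) and 4.32 (standard error 0.10, adjusted p = 1.20e-11) in the same test and no overlap with the Col-0 libraries.

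**Figure D1:**
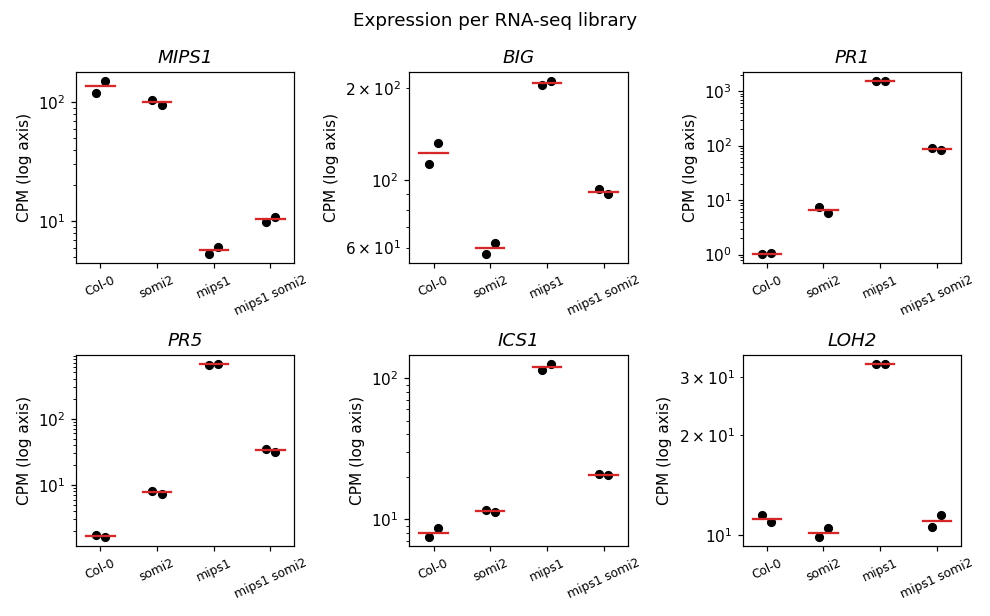
Expression of *MIPS1*, *BIG*, *PR1*, *PR5*, *ICS1* and *LOH2* in CPM on log axes, with a black point for each of the 2 libraries of a line and a red line at their mean. The means of *PR1* were 1.04 CPM in Col-0, 6.61 in *somi2*, 1558 in *mips1* and 88.0 in *mips1 somi2*.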

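In *somi2*, 31 of the 63 WRKY genes were up-regulated and 3 (*WRKY4*, *WRKY17* and *WRKY40*) were down-regulated, with a median log2 fold change of 0.52 against Col-0 (adjusted p = 0.000336 in camera's set test with Benjamini-Hochberg adjustment), or 0.44 with genes under the limit of detection at their bound. In *mips1 somi2*, 36 were up-regulated and 12 were down-regulated, with a median of 0.89 (adjusted p = 0.000782 in the same test), or 0.68 at the bound. Among WRKY genes with at least 10 counts in every library, the median in *mips1 somi2* was 0.27 and the set was no longer called. Compared with *mips1*, 47 WRKY genes were down-regulated and 10 were up-regulated in *mips1 somi2*, with a median of -1.51 (adjusted p = 4.10e-06 in camera's set test with Benjamini-Hochberg adjustment). The medians of *PR1* and *PR5* together were 2.43 in *somi2* (adjusted p = 0.0107 in the same test) and 5.36 in *mips1 somi2* (adjusted p = 0.00806). *ICS1* was higher in both libraries of each line than in both Col-0 libraries, with log2 fold changes of 0.50 (standard error 0.0854, adjusted p = 0.000412) in *somi2* and 1.36 (standard error 0.0842, adjusted p = 4.24e-08) in *mips1 somi2* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.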

Some similar GO terms (defence, response to stress and biotic stimulus) were also found for genes overexpressed in *somi2* and also in *mips1 somi2* double mutant (Fig. 3c) and thus are neither specific to MIPS1 activity nor to lesion formation, although the addition of the *somi2* mutation in *mips1* background tends to reduce the number of defence-related genes among over-represented genes.

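Up-regulated genes made up 52.1% of all genes called between *somi2* and Col-0 and 78.2% of those that changed by at least 1 on the log2 scale. With libraries scaled by size alone, the share was 84.5%. In DESeq2 it was 47.4% and with RLE size factors 48.5%, so the direction that prevailed depended on the setting.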

In the *somi2* background, 76% of the DEGs displayed an increased expression compared to the wild type. 

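*LOX2* (AT3G45140, chromosome 3 from 16525245 to 16529352), a lipoxygenase of JA synthesis, rose from 539 ± 89.7 CPM (SD, n = 2) in Col-0 to 1141 ± 72.1 in *somi2*, a log2 fold change of 1.08 (standard error 0.11, adjusted p = 9.52e-06) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the JAZ genes, which encode repressors of the JA response, *JAZ1* had a log2 fold change of 0.56 (standard error 0.0726, adjusted p = 4.23e-05), *JAZ5* of 2.02 (standard error 0.0857, adjusted p = 3.71e-09), *JAZ7* of 2.90 (standard error 0.19, adjusted p = 1.37e-07) and *JAZ10* of 1.82 (standard error 0.10, adjusted p = 2.75e-08) between *somi2* and Col-0 in the same test. Each of these genes was higher in both *somi2* libraries than in both Col-0 libraries. *JAZ7* was the least expressed of them, with 0.338 ± 0.0957 CPM (SD, n = 2) in Col-0 from 17 and 23 counts, and *JAZ10* overlaps another annotated gene. Over all 10 JAZ genes, 5 were up-regulated (also *JAZ8*) and 2 were down-regulated (*JAZ6* and *JAZ11*) in *somi2*, and the median of 0.34 was not called (adjusted p = 0.141 in camera's set test with Benjamini-Hochberg adjustment, but 0.000286 in fry's).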

As expected from previous characterization of *big* alleles^27^, genes involved in JA biosynthesis and signalling pathway, as respectively *LOX2*, *JAZ1*, *JAZ5, JAZ7 and JAZ10* or in ethylene response were up-regulated. 

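All 11 tested genes of the anthocyanin pathway were up-regulated in *somi2*, with a median log2 fold change of 4.48 against Col-0 (adjusted p = 3.54e-08 in camera's set test with Benjamini-Hochberg adjustment). With 3 genes under the limit of detection in Col-0 set to their bound, the median was 2.05. ERF genes of the ethylene response went both ways in *somi2*, with 10 of 20 up-regulated and 7 down-regulated, and their median of 0.48 was not called (adjusted p = 0.338 in the same test, but 0.00107 in fry's set test). That median was 0.46 with genes under the limit of detection at their bound.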

More generally, GO analysis of these genes showed a significant enrichment in response to stimulus, immune and defence response, anthocyanin production, response to ethylene, wounding and JA stimulus (Fig. 3c). 

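In *somi2*, 22 of 27 cyclin genes were up-regulated and 1, *CYCD2;1*, was down-regulated, with a median log2 fold change of 1.11 against Col-0 (adjusted p = 1.06e-07 in camera's set test with Benjamini-Hochberg adjustment). In *mips1 somi2*, 23 were up-regulated and *CYCD2;1* was again down-regulated, with a median of 1.11 (adjusted p = 2.18e-07 in the same test). Kinesin genes had medians of 1.10 in *somi2*, with 18 of 27 up-regulated and 3 down-regulated (AT1G52320, AT2G21380 and AT4G39050; adjusted p = 0.000122), and 1.37 in *mips1 somi2*, with 20 up-regulated and 4 down-regulated (these and AT4G26410; adjusted p = 0.000120 in the same test). Tubulin genes went both ways, with 6 of 15 up-regulated and 6 down-regulated in each line. Their medians of -0.016 and -0.045 were not called (adjusted p = 0.805 and 0.748 in camera's set test with Benjamini-Hochberg adjustment) and were 0.26 and 0.34 with libraries scaled by size alone. The *somi2* value of the tubulins also changed sign, to 0.0032, without *somi2* replicate 1. It was -0.039 without Col-0 replicate 1, and the *mips1 somi2* value was -0.017 without Col-0 replicate 2. For expansins of the cell wall, 12 of 23 were up-regulated and 5 down-regulated in *somi2* (*EXPA1*, *EXPA5*, *EXPA8*, *EXPA11* and *EXLA1*), and 11 and 5 in *mips1 somi2* (with *EXPA21* in place of *EXPA5*). Their medians of 0.32 and 0.35 were not called (adjusted p = 0.117 and 0.177 in the same test, but 0.00475 and 0.00619 in fry's set test), and were 0.35 and 0.33 with genes under the limit of detection at their bound.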

Additional over-represented terms, not found in the *mips1* background, corresponded to cell cycle, cytoskeleton and cell wall, GOs that can be correlated with the developmental defects observed in the leaves of the *somi2* mutant and that are still persistent in *mips1 somi2* (Fig. 2b).

In order to check whether the expression of a significant number of genes were inversely controlled according to the presence or absence of the functional BIG peptide, a cross comparison between up and down-regulated genes was performed. Overall, the heat map shows that the transcriptomic profiles of the diverse lines, compared to the wild-type Col-0, can be grouped into two main categories: *mips1* in one group and *somi2* and *mips1 somi2* in the other group. 

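For the 21173 genes called in at least 1 of the 3 lines, the root mean square distance between log2 fold change profiles was 0.633 between *somi2* and *mips1 somi2*, 1.77 between *mips1* and *mips1 somi2*, and 1.92 between *mips1* and *somi2*. Average linkage on these distances joined *somi2* and *mips1 somi2* first. Pearson correlations across genes, which are not independent replicates, were 0.884 between *somi2* and *mips1 somi2*, 0.447 between *mips1* and *mips1 somi2*, and 0.273 between *mips1* and *somi2*. All profiles share the Col-0 libraries, which by itself raises the correlations between them. Over all tested genes, the distance from *mips1 somi2* to *somi2* was 0.362 of its distance to *mips1*. The ratio was 0.358 for the called genes, and distances of 1 minus the correlation moved it most, to 0.210. In 20 simulations of unchanged lines against the same Col-0 libraries, the mean ratio over all tested genes was 1.06 (range 1.01 to 1.12). Col-0 largely drops out of a distance between 2 profiles. A ratio near 1 was thus fixed by the simulation's design and is no control for the shared libraries.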

Respectively, 35% and 32% of up- and down-regulated genes in *mips1* background displayed a wild type expression level in *somi2* and *mips1 somi2* mutants (Fig. 3a). This clustering correlated with the presence of HR-like phenotypes and also confirmed an epistatic relationship between *mips1* and *somi2*, with *somi2* being epistatic over *mips1* and it can suggest that the loss of BIG activity is able to dampen the impact of the *mips1* mutation on the Arabidopsis transcriptome.

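Of the 8602 genes up-regulated in *mips1*, 2787 were called neither in *somi2* nor in *mips1 somi2* against Col-0, which is 32.4% (95% Wilson interval 31.4 to 33.4). Of the 8877 down-regulated genes, 2519 were called in neither line, or 28.4% (95% Wilson interval 27.4 to 29.3). A gene that is not called is not shown to be unchanged, and the shares moved with the threshold. With an absolute log2 fold change of at least 1 required in every comparison, they were 63.4% and 70.6%. With the further condition of an absolute log2 fold change under 0.5 in both lines, they were 27.0% and 26.5%.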

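The effect of *mips1* differed between the Col-0 and *somi2* backgrounds for 14840 genes by the interaction term of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 7377 positive and 7463 negative interactions and an absolute log2 value of at least 1 for 7002 genes. Among genes up-regulated in *mips1*, the interaction opposed the change for 6977 (81.1%) and added to it for 10. Among genes down-regulated in *mips1*, it opposed the change for 7048 (79.4%) and added to it for 68. In the direct comparison of *mips1 somi2* with *mips1*, 7129 of the up-regulated genes (82.9%) were lower and 6663 of the down-regulated genes (75.1%) were higher. The *mips1* and Col-0 libraries enter both the choice of these genes and the comparisons, which favours an opposing sign. In a test chosen after the values were seen, genes were therefore picked by an absolute log2 fold change of at least 1 between 1 library of *mips1* and 1 of Col-0. The interaction was then read with the other library of each. Across the 4 such splits, its sign opposed the change for 95.5% to 97.6% of the up-regulated and 93.6% to 98.3% of the down-regulated genes. Of all tested genes, 49.3% to 49.7% had a negative interaction. With the same splits, 90.6% to 93.1% of the up-regulated genes were lower and 91.7% to 95.2% of the down-regulated genes higher in *mips1 somi2* than in *mips1*. The paper relates the grouping of *mips1 somi2* with *somi2* to the lesion phenotypes. It also takes the grouping to bear out that *somi2* is epistatic over *mips1*. It proposes that loss of BIG activity dampens the impact of *mips1* on the transcriptome.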

Whereas the vast majority of over-expressed genes in *mips1* background does not display down-regulation in *mips1 somi2* background compared to the wild type, a set of 412 genes down-regulated in *mips1* background were over-expressed in *mips1 somi2* compared to the wild-type (Fig. 3d). 

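Among genes up-regulated in *mips1*, 3251 were also up-regulated and 2048 were down-regulated in *mips1 somi2* against Col-0. Of the genes down-regulated in *mips1*, 3833 were also down-regulated and 2195 were up-regulated in *mips1 somi2*. When changes of at least 1 on the log2 scale were required in both lines, these overlaps held 1299, 100, 522 and 451 genes in the same order. With libraries scaled by size alone, 7882 genes were up-regulated and 1445 down-regulated in both lines, and 906 were up-regulated in *mips1* and down-regulated in *mips1 somi2*. Of the 2195 genes that were down-regulated in *mips1* and up-regulated in *mips1 somi2*, 1831 (83.4%) were also up-regulated in the *somi2* single mutant, against 22.8% of all genes down-regulated in *mips1*. Between *mips1 somi2* and *somi2*, 259 of the 2195 genes were up-regulated, 13 were down-regulated and 1923 (87.6%) were not called. The numbers were 613, 29 and 1553 (70.8%) when the fit used only the libraries compared.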

GO terms of this list revealed a clear enrichment in genes involved in cell cycle functions (Table S2), and more precisely in the control of cell cycle arrest, like Cyclin genes, indicating that lesions formations is correlated with a cell cycle arrest whereas its suppression corresponded to a transcriptional switch of the cell cycle machinery.

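Of the 22 cyclin genes down-regulated in *mips1*, 21 were among the 2195 genes down-regulated in *mips1* and up-regulated in *mips1 somi2*, where 5.44 would be there by chance among all 8877 genes down-regulated in *mips1* (adjusted p = 5.66e-11 in Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over 20 tests). This background was chosen after the values were seen. All 28 genes of Table S2 were in this overlap. They were all down-regulated in *mips1* and up-regulated in *somi2* and in *mips1 somi2*, over all tested genes and when adjusted over the list alone, with medians of -1.50, 1.52 and 1.75 (adjusted p = 4.62e-08, 1.01e-12 and 1.82e-11 in camera's set test with Benjamini-Hochberg adjustment). The study chose this list on the same libraries, so these tests are not independent evidence. *SPL8* was under the limit of detection in Col-0 and *mips1*, and it was at least 34.4-fold higher in *somi2* and at least 47.2-fold higher in *mips1 somi2* than in Col-0. Without it, log2 fold changes in *mips1* ran from -1.93 (*UVI4-LIKE*) to -1.09 (*KINESIN-12B*), with a median of -1.47. Among cyclins, *CYCA1;1* fell by 1.86 on the log2 scale in *mips1* and rose by 2.10 in *mips1 somi2*, and *CYCB2;1* changed by -1.29 (-1.93 to -0.91 with each library left out in turn) and 2.89. Between *mips1 somi2* and *somi2* the median of the list was 0.17, with 4 genes up-regulated (*LOG6*, AT2G45080, *KINESIN-12B* and *PLE*), or 3 adjusted over the list alone, and none down-regulated. The gene that Table S2 lists as a cyclin under AT5G03270 is named *LOG6* in the annotation, and *CDKB1;2*, *CDKB2;1*, *CYCA2;3*, *CYCD3;1*, *MAD2*, *TPX2*, *ATK5* and *SPL8* overlap another annotated gene.

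**Figure D2:**
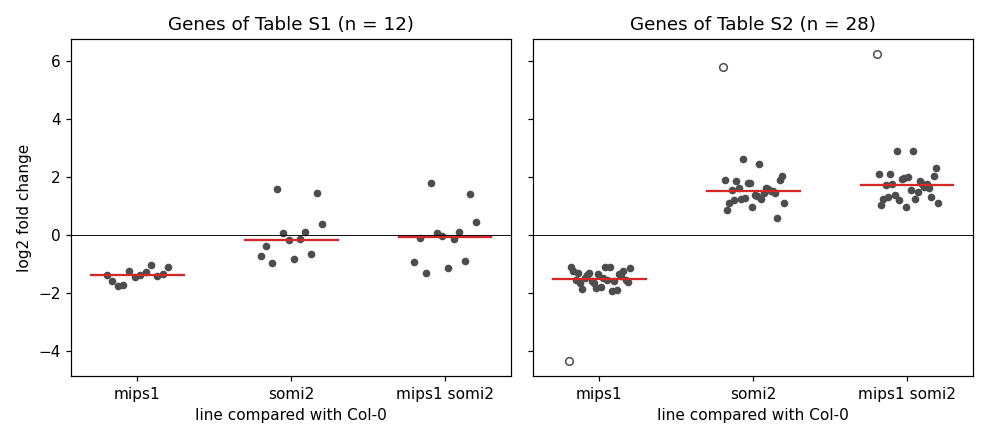
Log2 fold changes against Col-0 of the 12 genes of Table S1 and the 28 genes of Table S2 in *mips1*, *somi2* and *mips1 somi2*, with a point per gene and a red line at the median of the fitted values; open circles are *SPL8*, which is under the limit of detection in Col-0. The medians of Table S2 were -1.50, 1.52 and 1.75, and those of Table S1 were -1.37, -0.15 and -0.064, of which the last 2 changed sign with libraries scaled by size alone.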

In order to confirm that the *mips1* mutation requires BIG to induce cell death and defence responses, we focused on genes that displayed altered expression in *mips1* compared to wild type, and whose expression was modified in *mips1 somi2* compared to *somi2* (Fig. 3e). 

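The comparison of *mips1 somi2* with *somi2* gave 2023 up-regulated and 2583 down-regulated genes, of which 534 and 322 changed by at least 1 on the log2 scale. Up-regulated genes were 43.9% of these 4606 genes, but 52.4% of those called with RLE size factors. With libraries scaled by size alone, the share was 73.9%, so the direction that prevailed depended on the scaling. Of the 8602 genes up-regulated in *mips1* compared with Col-0, 900 (10.5%) were down-regulated and 1416 (16.5%) were up-regulated in *mips1 somi2* compared with *somi2*. With changes of at least 1 on the log2 scale in both comparisons, 99 of 4126 genes (2.40%) were down-regulated and 468 (11.3%) were up-regulated. Compared with *mips1* in place of *somi2*, 7129 of the 8602 genes were down-regulated in *mips1 somi2* and 513 were up-regulated.

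**Figure D3:**
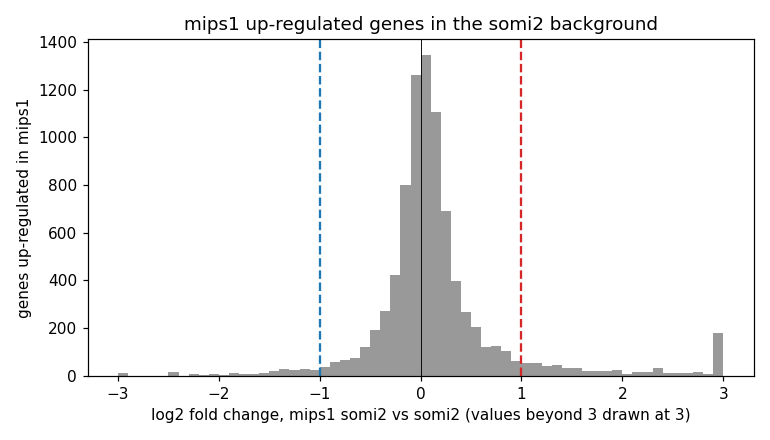
Histogram of the log2 fold change between *mips1 somi2* and *somi2* for the 8602 genes up-regulated in *mips1*, with the number of genes on the vertical axis and dashed lines at an absolute value of 1; values beyond 3 are drawn at 3. Of these genes, 468 lie past the upper line and 99 past the lower one with a call in both comparisons and a change of at least 1 in each.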

In total, 27% of genes upregulated in *mips1* compared to wild type, were downregulated in *somi2* background and therefore associated with the phenotype of the suppression of cell death. As expected, GO term analysis revealed that within this set of gene, genes associated with defence, immune and cell death response were largely over-represented (Fig. 3e). However, only 4 of the 2,954 down-regulated genes in *mips1* mutant compared to the wild-type were up-regulated when compared within the *somi2* background (Fig. 3e) indicating that the cell death phenotype due to the absence of MIPS1 protein is probably mainly associated with a transcriptional switch leading to an overexpression defence and immune-response related genes.

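Of the 49 WRKY genes up-regulated in *mips1*, 9 were among the 900 genes up-regulated in *mips1* and down-regulated between *mips1 somi2* and *somi2*, where 5.13 would be there by chance (adjusted p = 0.217 in Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over 20 tests). No PR gene and 1 of 7 JAZ genes, *JAZ7*, were in this overlap (adjusted p = 1 for both in the same test). Among the 1416 genes up-regulated in both comparisons were 17 WRKY genes, with 8.07 by chance (adjusted p = 0.0144), both PR genes (adjusted p = 0.135) and *JAZ1*, *JAZ5*, *JAZ6* and *JAZ10* (adjusted p = 0.112 in the same test). The background of these tests, chosen after the values were seen, was the 8602 genes up-regulated in *mips1*. With all tested genes as the background, 2.37 WRKY genes would be in the overlap of 900 by chance (adjusted p = 0.00370 in the same test). JAZ genes again gave no call there (adjusted p = 0.910). In the overlap of 1416 genes, that background gave adjusted p of 9.22e-07 for WRKY, 0.0140 for PR and 0.00963 for JAZ genes in the same test. Families enriched among the genes up-regulated in *mips1* would also be enriched in a random part of them. Calls against all tested genes can come from that alone. At an absolute log2 fold change of at least 1 in both comparisons, the overlap of 99 down-regulated genes held 2 WRKY genes, *WRKY22* and *WRKY33* (adjusted p = 0.686 in the same test, against 4126 genes).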

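Of the 8877 genes down-regulated in *mips1* compared with Col-0, 343 were up-regulated and 1310 were down-regulated in *mips1 somi2* compared with *somi2*. With changes of at least 1 on the log2 scale in both comparisons, 3 were up-regulated (*PRN*, AT5G35932 and *NEET*) and 54 were down-regulated. The number of up-regulated genes rose to 765 when each comparison used only its own libraries. Without a minimum fold change, libraries scaled by size alone gave 649 up-regulated genes, more than the down-regulated ones.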

### The *somi2* mutation suppresses sphingolipid accumulation in *mips1* mutant

The relative accumulation of ceramides and their derivatives appear as key elements for the control of plant PCD^10,33^. This was further supported by the detection of elevated levels of ceramides and hydroxyceramides in the *mips1* mutant (Donahue et al. 2010). In order to check whether the sphingolipid content is affected by the *somi2* mutation in the *mips1* background, quantification of ceramide, hydroxyceramide, GlCer and GIPC contents was performed in single and double mutant lines.

In plants, the amounts of sphingolipid classes tend to vary in a species and tissue-dependent manner. In agreement with previous studies^34^, our sphingolipid profile quantification confirmed that the GIPCs are the predominant class in Arabidopsis leaves. In addition, these analyses indicated an approximately twofold increase in ceramide and hydroxyceramide contents in the *mips1* mutant compared to the wild-type (Col-0) without significant changes in levels of GlCer and GIPC (Fig. 4a). These increases were abolished in the *mips1 somi2* double mutant, whereas *somi2* mutants displayed similar sphingolipids levels as the wild-type (Fig. 4a).

**Figure 4:**
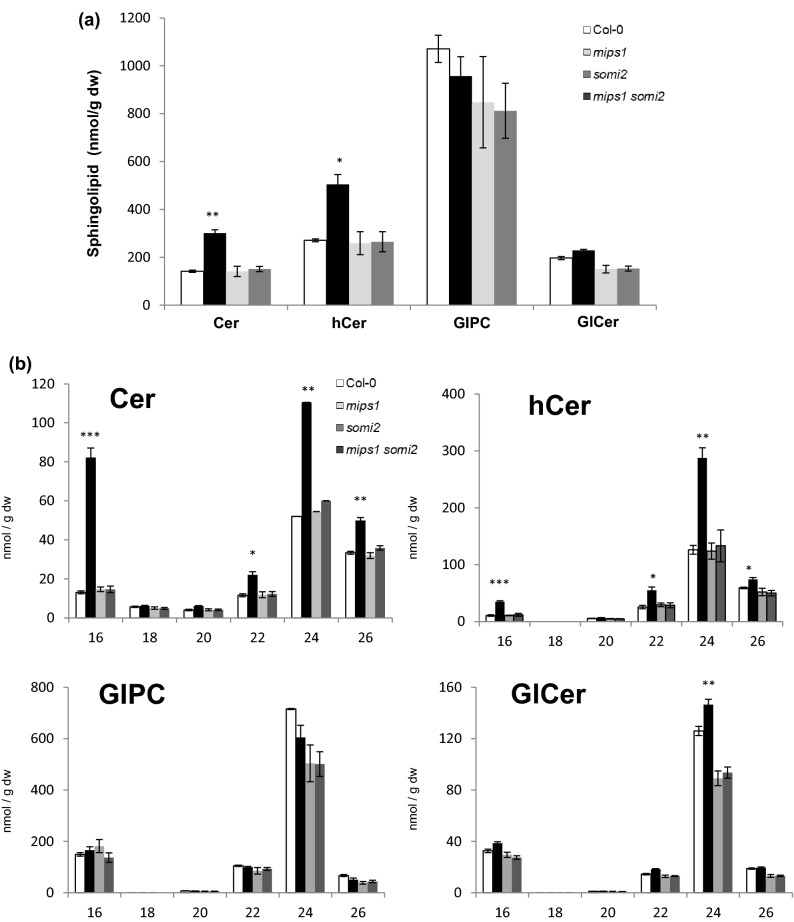
Sphingolipid contents alterations in *mips1*, *somi2* and *mips1 somi2* double mutants compared to the wild-type Col-0. (**a**) Comparison of total amount of ceramide (Cer), hydroxyceramides (hCer), glucosylceramides (GlCer) and glycosyl inositol phosphoryl ceramide (GIPC). dw, Dry Weight. (**b**) Sphingolipid contents detailed according to the four different classes (Cer, hCer, GlPC and GlCer) and the length of the fatty acid chain. Arrows indicate major increases. The means values of three biological replicates are shown ± SD. Asterisks indicate significant differences between WT control plants and indicated genotypes according to Student’s *t-*test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001).

To gain further insight into the composition of different classes of molecules in terms of length of the fatty acid chain, specific quantifications of molecular species were performed (Fig. 4b). This revealed that the elevated amounts measured in *mips1* mutant, were mainly due to an increase of C16, C22, C24 and C26 fatty acid ceramides and hydroxyceramides. It confirmed also that these amounts did not change in *somi2* and *mips1 somi2* mutants compared to the wild-type Col-0. These results correlated sphingolipids accumulation and the appearance of HR-like phenotypes in the *mips1* mutant and also confirmed an epistatic relationship between *mips1* and *somi2*, with *somi2* being epistatic over *mips1*.

Since C16-sphingolipid were specifically associated with PCD and because RNA seq data analysis of this work revealed that the *LOH2* ceramide synthase gene was specifically up-regulated in *mips1* background, without significant change in *somi2* and *mips1 somi2* mutants compared to the wild-type, we checked whether a loss of function of the *LOH2* ceramide synthase gene was able to abolish *mips1*-mediated cell death by interfering with C16 containing ceramides synthesis.

Surprisingly, like the single *mips1* mutant, *mips1 loh2* double mutant still displayed cell death on rosette leave (Fig. 5a). In order to check sphingolipid content in this double mutant, quantification of different molecular species was performed. As expected, *loh2* single mutant displayed a strong reduction of C16 sphingolipids in all the different classes (Fig. 5b). The same reduction of C16 sphingolipids was also observed in *mips1 loh2* double mutant indicating that these sphingolipids were not involved in *mips1-*dependant PCD. The *mips1* mutant was also characterized by elevated C24 sphingolipids in particular in Cers, hCers and hGLCer. As expected from LOH2 substrate specificity, the double mutant *mips1 loh2* were still accumulating the same C24-sphingolipids (Fig. S7). Altogether, these results indicate that the HR-like *mips1* phenotype is not caused by C16 sphingolipid accumulation but is likely dependent on other sphingolipids accumulation such as C24 or could be due to another mechanism.

**Figure 5:**
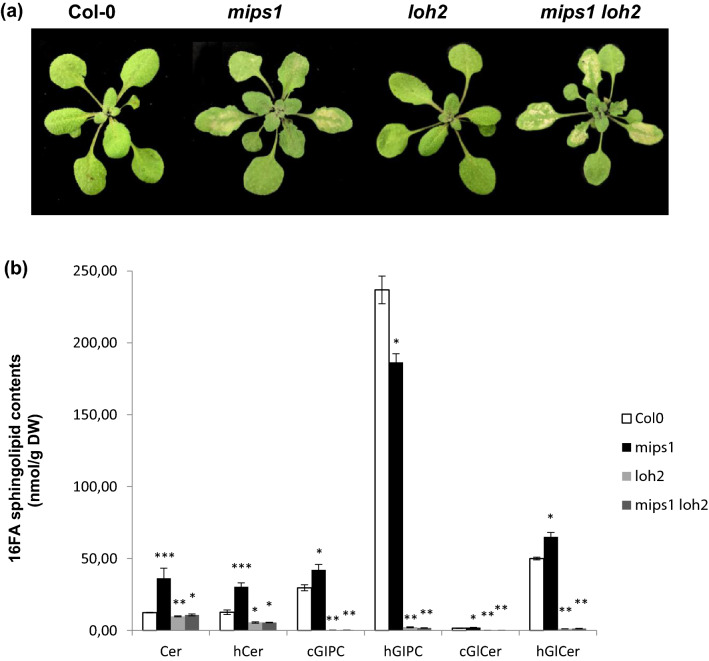
Phenotypical and sphingolipid content alterations in *mips1*, *loh2* and *mips1 loh2* double mutants compared to the wild-type Col-0. **(a**) *loh2* mutation is not able to suppress *mips1*-mediated cell death. Plants were grown 1 week in vitro and then 14 d in SD conditions in soil and photographed 5 d after transfer to LD conditions. Bar = 1 cm. (**b**) C16 FA sphingolipid contents detailed according to 6 different classes (Cer, hCer, cGIPC, hGIPC, cGlCer and hGlCer). dw, Dry Weight. The means values of three biological replicates are shown ± SD. Asterisks indicate significant differences between WT control plants and indicated genotypes according to Student’s *t-*test (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001).

## Discussion

Plants are sessile organisms continuously challenged by unfavourable growth conditions caused by abiotic or biotic stress. In order to identify novel molecular regulators of this pathway, we used a genetic approach and found that the protein encoded by the *BIG* gene is required for lesion formation in the *mips1* mutant. Our work revealed that lesions triggered by a decrease in MI content could be genetically reverted in the double mutant *mips1 big* and this, in several different allelic backgrounds as *big-1*, *big-3* or *somi2*.

As demonstrated by cellular ion leakage and trypan blue staining analysis, both of which measure cell death, *somi2* is epistatic over the *mips1* mutation, indicating that BIG contributes to cell death activation in *mips1* and acts downstream of MI accumulation. The result of the quantification of phytohormones also supports this assumption. As an over-accumulation of SA in *mips1* background has been previously reported^6,15,17,35^, we have also detected an increase in JA and ABA stress-related phytohormone contents in *mips1* mutant under restrictive conditions, increase abolished by loss of function of BIG.

The fact that *somi2* was not able to suppress the root or the cotyledon developmental defects of *mips1*, confirmed our previous work indicating that these pathways can be uncoupled^15,17^. Indeed, although lesions formation was totally abolished in the *mips1 oxt6* and *mips1 hxk1* double mutants, rescue of the cotyledon phenotype was only partial and defects in root elongation were still present, suggesting that these two developmental pathways are only partly dependent on the cell death phenotype. These independent functions can be due to the role of MI as a precursor of phosphatidylinositol, a critical cellular compound involved in numerous biochemical and physiological processes, as intracellular signalling, membrane assembly and trafficking and anchoring of membrane-related proteins^1^.

How BIG can control PCD mediated by the MIPS1 pathway is difficult to decipher because the molecular function of BIG is still unknown. Indeed, the *BIG* gene encodes a 5078-aa protein with several functional domains and has been implicated in numerous hormonal and light pathways^19–21,25,27,32,36^. One hypothesis could have been that the MI content was restored in the *mips1 somi2* double mutant. This result would be consistent with our previous observations showing that a spray of MI on leaves of *mips1* mutant is enough to suppress lesion formation, indicating that inositol biosynthesis, and not the MIPS1 protein itself, is required to inhibit PCD in leaves^6^. It would also be coherent with the previous identification of *hxk1* mutant as a suppressor of *mips1*, due to a restoration of the MI content in *mips1 hxk1* mutants^15^. However, metabolomics analyses, showing that MI content were not restored in the *mips1 somi2* background, ruled out this hypothesis.

The *BIG* gene encodes a calossin-like protein possibly required for proper auxin distribution during leaf development^19,21,32^ and is specifically required in the process by which auxin inhibits endocytosis and promotes its own efflux from cells^20^. All these functions are in agreement with our results of transcriptome analysis showing an under-expression of genes involved in responses to auxin and auxin transport in *somi2* background. According to^27^, the negative consequence on auxin transport broadly observed in *big* mutants, can be brought by the JA pathway, as JA negatively restrain the turnover and the intracellular trafficking of PIN proteins and thus the auxin transport^37,38^. Although no modification of global auxin content in *somi2* background compared to WT plant has been detected, one can hypothesize that a local deregulation of auxin homeostasis or distribution can maybe suppress local cell death, as it has been recently demonstrated that DNA damage-triggered cell death in root stem cell could be largely inhibited by low levels of auxin^39^.

The demonstration of a transcriptional switch between *mips1* and its suppressor, with the reactivation of the expression of a set of genes involved in the control of cell cycle in *mips1 somi2* compared to *mips1* mutant, is likely due to a consequence of the abolition of the cell death rather than actual cause of the PCD suppression. Hence, based on these transcriptome profiling results, it is difficult to determine whether or not BIG could be a directly player of plant PCD. Indeed, although the *somi2* mutation suppresses SA, JA and ABA hyper-accumulation in *mips1*, if BIG signalling directly inhibited PCD by decreasing SA accumulation, the *somi2* mutation should have also suppressed the *mpk4* cell death phenotype that is also SA dependent^40^, a suppression that has not been observed in the double mutant *mpk4 somi2* (Fig. S8). This finding indicates that BIG’s loss of function does not antagonize all types of cell death or SA production, but rather opposes cellular responses related to plant defence mechanisms. It is consistent with the results of^36^ demonstrating that *BIG* mRNA is translationally regulated upon NB-LRR immune response activation. Using a *big* mutant challenged with the bacteria *Pst* DC3000 (AvrRpm1), authors showed that BIG is required for optimal RPM1-mediated resistance. These result were further confirmed by^27^ indicating that BIG is required for full resistance against both virulent and avirulent bacteria in Arabidopsis and that BIG deficiency promotes JA-production and restricts the accumulation of SA when challenging by these stress. It is worth noting, that we had previously demonstrated that another *mips1* suppressor, CPSF30, also contributes to *P. syringae* bacterial pathogen resistance in both basal defence and R gene mediated disease resistance pathways by positively regulating SA-Mediated Immunity in Arabidopsis^17^, indicating a point of convergence between these distinct pathways which should oppose events occurring upstream of the induction of SA production in *mips1*.

Finally, although our results gain insight into the molecular control of cell death, how MI levels regulate this process is still an open question. It has been reported that elevated levels of ceramides and of hydroxyceramides in *mips1*, correlated with the decrease of MI and of its derivative phosphatidylinositol^7^, and authors hypothesized that this could establish a pro-death signal leading to SA production. They also revealed a significant decrease of PtdIns content in *mips1* compared to wild-type plants. Specifically, PtdIns is a precursor to the inositolphophorylceramide (IPC) and GIPC synthesis and authors speculated that *mips1* mutant undergo spontaneous cell death due to a decline in PtIns availability that could limit IPC synthase activity and result in elevated ceramide and hydroxyceramide accumulation. Quantification of several molecule species of sphingolipids that we report here, confirmed an increased level of ceramide and hydroxyceramide in the *mips1* background compared to the wild-type, without any significant changes in *somi2* and *mips1 somi2* mutants, allowing a correlation between the accumulation of these sphingolipids species and the HR-like phenotype and confirming an epistatic effect of *somi2* over *mips1*. However, the increase in Cer and hCer accumulation observed in *mips1* was not detectable in *somi2 mips1* mutants, indicating that changes in ceramide accumulation are not likely a direct consequence of reduced MI availability. Hence, this result differs from the interpretation previously proposed^7^, since changes in sphingolipids homeostasis due to decreased levels of available PtIns would lead to a constitutive decrease of these contents in *mips1* mutant. Despite a specific increase of *LOH2* expression in the *mips1* background, we also reported that *mips1 loh2* double mutant still display lesions formation on leaves in the absence of C16 ceramides and hCeramides accumulation. This indicates that the C16 sphingolipid increase correlated with *LOH2* over-expression, is very likely a consequence of cell death rather than its cause and that the accumulation of C24-SL, mainly Cer, hCer and GluCer could on the other hand be responsible for *mips1* HR. However, we have observed specifically in *mips1* mutant the down-regulation of 10 genes all encoding activities of the elongase complex involved in the synthesis of VLCFAs, while one would have expected an increase in the expression of these genes regarding SL accumulation. The most likely hypothesis would be a negative feedback regulation by the accumulation of C24-SL on the VLCFAs biosynthetic pathway to maintain SL homeostasis. It is also worth noting that the two *FAH* genes are also down-regulated in *mips1* which is in agreement with the accumulation of SA that was also reported in the double *fah1 fah2* Arabidopsis mutant in correlation with an increase of ceramides contents^41^.

In conclusion, we demonstrate that, in Arabidopsis, BIG is a signalling component involved in MI-mediated cell death. In order to avoid PCD initiation during normal development and unrestricted cell death in response to infection, this process must be strictly controlled. Thanks to the intensifying finding of additional components of the SA pathway response and of their interactions among them, our knowledge of the SA-mediated defence network has been greatly improved. Moreover, the fact that cross-talks exist between SA and several other defence responses and hormone signalling pathways such as JA, has made our understanding more complex. Our understanding of the control of responses to environmental stress will be improved by the discovery of specific proteins in plant defence signalling networks. Further work will be required to reveal how the still unknown cellular function of the BIG protein can interfere with cell death signalling pathways.

## Methods

### Plants material and growth conditions

The T-DNA lines *mips1-1* (SALK_023626), *big-1* (SALK_045560), *big-3* (SALK_107817), *loh2-2* (SALK_024192), *mpk4* (SALK_056245) mutants were in the Columbia-0 (Col-0) background and *mips1-2* (Flag605F08) mutant was in the Wassilewskija (Ws) background. All these T-DNA lines were obtained from public seeds banks^42,43^. All double mutants were obtained by crossing and genotyped with appropriate primers listed in Table S3.

For primary root length and cotyledon analyses, seeds were sown on commercially available 0.5 Murashige and Skoog medium (Basalt Salt Mixture M0221; DUCHEFA) and grown 1 week in an LD growth chamber (16 h day/8 h night, 20 °C). For all other analyses, plants were grown 1 week as previously and transferred to soil under SD conditions (8 h day/16 h night, 200 μmol photons s^−1^ m^−2^, 21 °C) for 2 weeks. Plants were then subsequently transferred to LD conditions (16 h day/8 h night, 200 μmol photons s^−1^ m^-2^, 21 °C) for the times indicated.

### Bulk segregant analysis and identification of the *somi2* mutation

To map the *somi2* mutation, *mips1-1 somi2* plants in the Col-0 background, were crossed with an allelic mutant of *mips1-1*, the *mips1-2* mutant, in the WS background. First, a Bulk Segregant Analysis (BSA) was performed using F2 plants without (n = 11) or with lesions (n = 11) in LD. Primer sequences that flank polymorphism markers between Col-0 and Ws are described by^44^. Second, fine mapping of the *somi2* mutation was performed by a high throughput sequencing of nuclear DNA obtained from a bulk of 116 F2 plants without lesions in LD. Whole Arabidopsis genome re-sequencing was performed by the company MACROGEN using the ILLUMINA HiSeq2000 technology. The software CLC GENOMIC WORKBENCH (www.clcbio.com*)* was used to analyse sequences and identify single-nucleotide polymorphisms (SNP) by comparison with the Col-0 genome as reference (TAIR10). After two backcrosses of *mips1-1 somi2* with *mips1-1* single mutant to clean background mutations, Cleaved Amplified Polymorphic Sequences (CAPS) markers were used on 26 *mips1-1 somi2* plants to removed SNP mutations not linked to the *somi2* locus. Primers used are listed in Table S3.

### Cell death assays: electrolyte loss, trypan blue staining and SA quantification

Electrolytes loss, trypan blue staining and SA quantification were performed as previously described^15,17^. For electrolyte loss, leaf discs were removed with a 5 mm punch and washed in distilled water for 10 min. Six leaf discs per genotype were transferred to a tube containing 2 mL of distilled water and agitated 2 h. Conductivity was then measured with the CDM 210 conductivity meter (Radiometer Analytical) and expressed as μS per leaf surface (cm^2^). Means and SD were from four replicates per genotype per experiment.

### RNA extraction and RT-qPCR

Total RNA was extracted using the Nucleospin RNA kit (MACHEREY- NAGEL) and 2 μg of total RNA was subjected cDNA synthesis using Improm-II reverse transcriptase (A3802, PROMEGA). 1/25th of the synthesized cDNA was mixed with 100 nM solution of each primer and LightCycler 480 Sybr Green I master mix (ROCHE APPLIED SCIENCE) for quantitative PCR analysis. Products were amplified and fluorescent signals acquired with a LightCycler 480 detection system. qRT‐PCR analysis was performed as described previously^15^. Primers used are described in Table S3.

### RNA seq samples and analyses

RNA seq samples and analyses were performed mainly as described by^45^. Wild type and mutant plants were grown under SD for 3 weeks and then transferred to LD conditions during 4 days to induce lesion formation. Total RNA were obtained by pooling rosette leaves of several plants and extracted with the NucleoSpin RNA kit (MACHEREY–NAGEL), according to the manufacturer’s instructions.

RNA-seq libraries were prepared using 2 μg of total RNA with the NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEW ENGLAND BIOLABS), according to manufacturer’s recommendations.

The quality of the libraries was assessed with Agilent 2,100 Bioanalyzer (AGILENT), and the libraries were subjected to 1 X 75 bp high-throughput sequencing by NextSeq500 (ILLUMINA). Trimmomatic was used for quality trimming. The reads were mapped onto the TAIR10 assembly, using STAR. Differential analysis was done with DESeq2. Only genes for which the variations were significantly different were retained for further analysis (p value < 0.05). GO analysis were mined with the software tools AgriGO^31^.

RNAseq data from this article were deposited at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE143244.

### Metabolites and phytohormones extraction and analysis

For analytical procedures, 100 mg of fresh weight of rosette leaves of the indicated lines were harvested 4 d after transfer to LD conditions. Samples were lyophilized, ground, and metabolites were extracted. MI, scopoletin and phytohormones quantification and analysis were performed as previously described respectively by^15,17,46^. Statistical significances based on unpaired two samples Student’s t-test were determined with MICROSOFT EXCEL software.

### Sphingolipids extraction and analysis

Targeted sphingolipids analysis were performed on 3 biological repetitions on wild type and mutant plants grown under SD for 3 weeks and then transferred to LD conditions during 4 days to induce lesion formation. Sphingolipids were extracted from 2 mg freeze-dried material from rosette leaves and analyzed by UPLC-ESI–MS/MS. Extraction and chromatographic conditions, mass spectrometric parameters, and multiple reaction monitoring (MRM) methods were defined as described previously^47^. Statistical significances based on unpaired two samples Student’s t-test were determined with MICROSOFT EXCEL software.

## Supplementary information

Supplementary file1

Supplementary file2

# Supplementary material for: Involvement of Arabidopsis BIG protein in cell death mediated by Myo-inositol homeostasis
**Source:** Sci Rep. 2020 Jul 9;10:11268. doi: 10.1038/s41598-020-68235-4
**Supplement:** Supplementary file 1 — Supplementary file1

**Fig. S1**. Total scopoletin contents in the indicated genotypes with means and standard deviations calculated from four biological replicates grown for seven days in short days conditions and then transferred to long days for 4 days.

**Fig. S2.** Total IAA levels in the indicated genotypes, with means and SD calculated from four biological replicates grown for 14 d in SD conditions and transferred to LD conditions for 4 d (LD) or stayed in SD (SD).

**Fig. S3**. Primary root lengths of the indicated genotypes measured with means and SD calculated from 30 seedlings grown in vitro for 7 d in LD conditions

**Fig. S4.** (a) Cotyledon phenotypes of *mips1* seedlings grown under LD conditions divided into different classes according to the severity of the dimorphism. Bars = 1 mm. (b) Relative amounts of each of the cotyledon phenotypic classes in the indicated genotypes. The means values of two biological replicates are shown ± SD.

**Fig. S5**. Complementation tests between *somi2* and *big-1* and *big-3* alleles confirming that *somi2*, *big-1* and *big-3* were allelic mutations within the same gene. Plants were grown 1 week in vitro and then 14 d in SD conditions in soil and photographed 5 d after transfer to LD conditions.

**Fig. S6: Principle component analysis (PCA) of the RNA-seq samples.** PCA reveals the samples of the same genotype clustered together, whereas the samples of different genotypes were separated based on the distance between each sample along the first two principal components. Each dot represents one sample, and the dots with the same colour represent the samples of the same genotype.

**Fig. S7.** C24 FA sphingolipids contents in *mips1*, *loh2* and *mips1 loh2* double mutants compared to the wild-type Col-0 detailed according to 6 different classes (Cer, hCer, cGIPC, hGIPC, cGlCer and hGlCer). DW, Dry Weight. The means values of three biological replicates are shown ± SD. Asterisks indicate significant differences between WT control plants and indicated genotypes according to Student’s *t-*test (*, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P*≤ 0.001).

**Fig. S8**. *somi2*-mediated suppression of cell death is not able to rescue the phenotype of *mpk4* mutant. Rosette leaf phenotypes of the indicated genotypes. Plants were grown one week *in vitro*, then 14 days in SD conditions in soil and photographed seven days after transfer to LD conditions. Scale bars represent 1cm in each panel. Details of Trypan blue staining of wild-type, *mips1*, *mpk4,* and *mips1 mpk4* leaves are shown in the thumbnail picture. Bars = 2 mm.

# Supplementary material for: Involvement of Arabidopsis BIG protein in cell death mediated by Myo-inositol homeostasis
**Source:** Sci Rep. 2020 Jul 9;10:11268. doi: 10.1038/s41598-020-68235-4
**Supplement:** Supplementary file 2 — Supplementary file2

## SUPPLEMENTARIES INFORMATION

### **Involvement of Arabidopsis BIG protein in cell death mediated by *Myo-Inositol* homeostasis**

Quentin Bruggeman<sup>1,2</sup>, Florence Piron-Prunier<sup>1,2</sup>, Frédérique Tellier<sup>3</sup>, Jean-Denis Faure<sup>3</sup>, David Latrasse<sup>1,2</sup>, Deborah Manza-Mianza<sup>1,2</sup>, Christelle Mazubert<sup>1,2</sup>, Sylvie Citerne<sup>3</sup>, Stéphanie Boutet-Mercey<sup>3</sup>, Raphael Lugan<sup>4</sup>, Catherine Bergounioux<sup>1,2</sup>, Cécile Raynaud<sup>1,2</sup>, Moussa Benhamed<sup>1,2</sup> and Marianne Delarue<sup>1,2</sup> \*.

**Fig. S1**

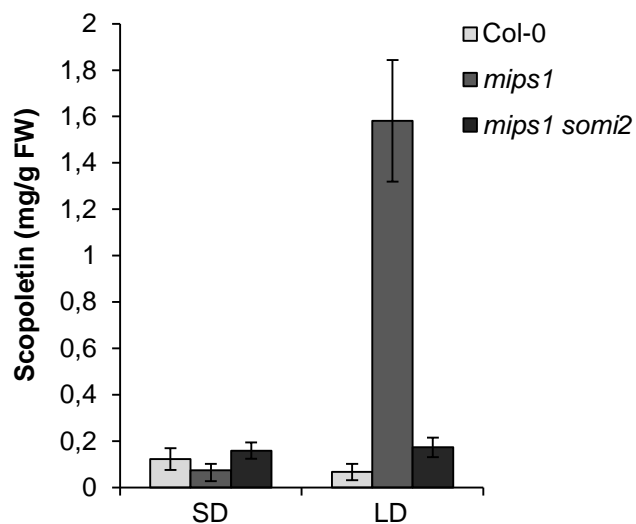

**Fig. S2**

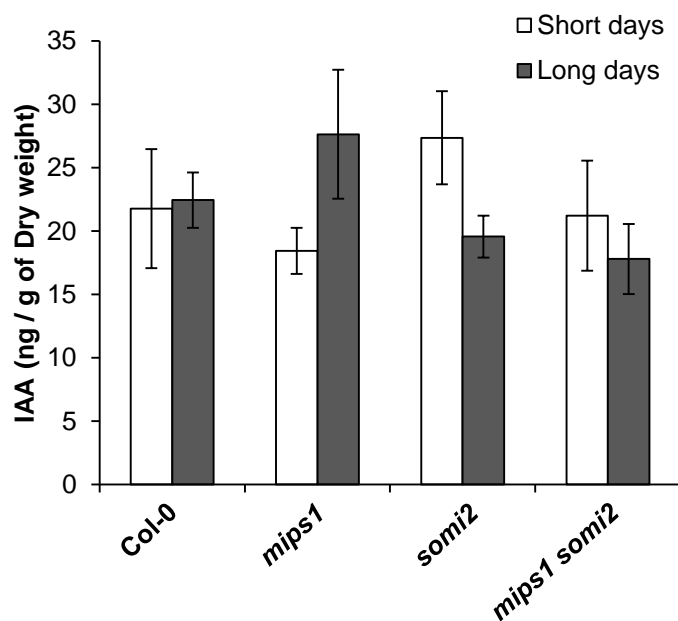

**Fig. S3**

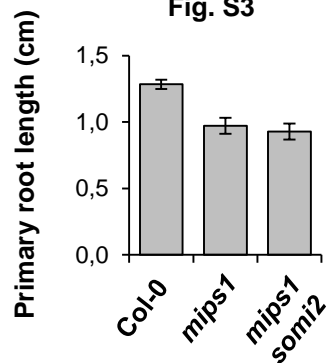

**Fig. S4**

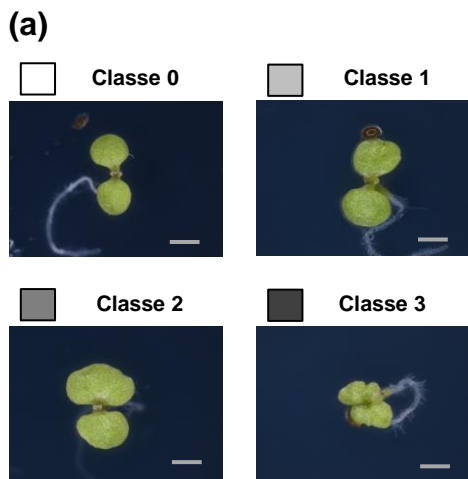

**(b)**

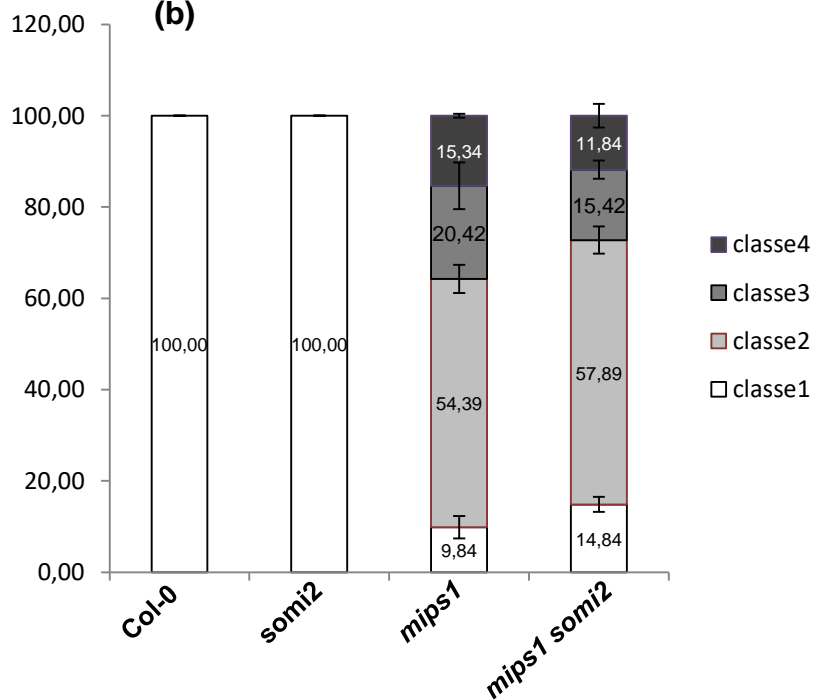

Fig. S5

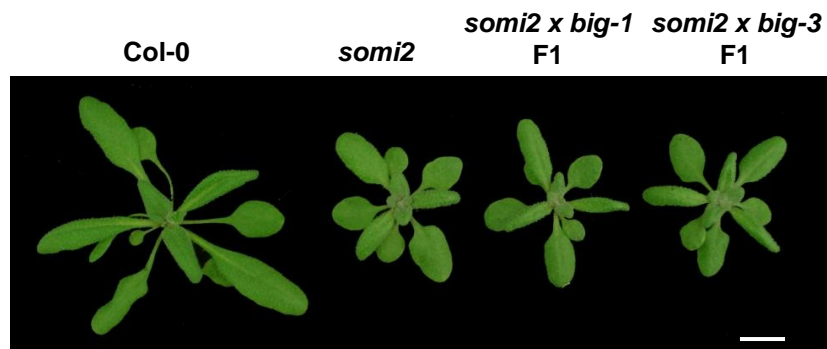

Fig. S6

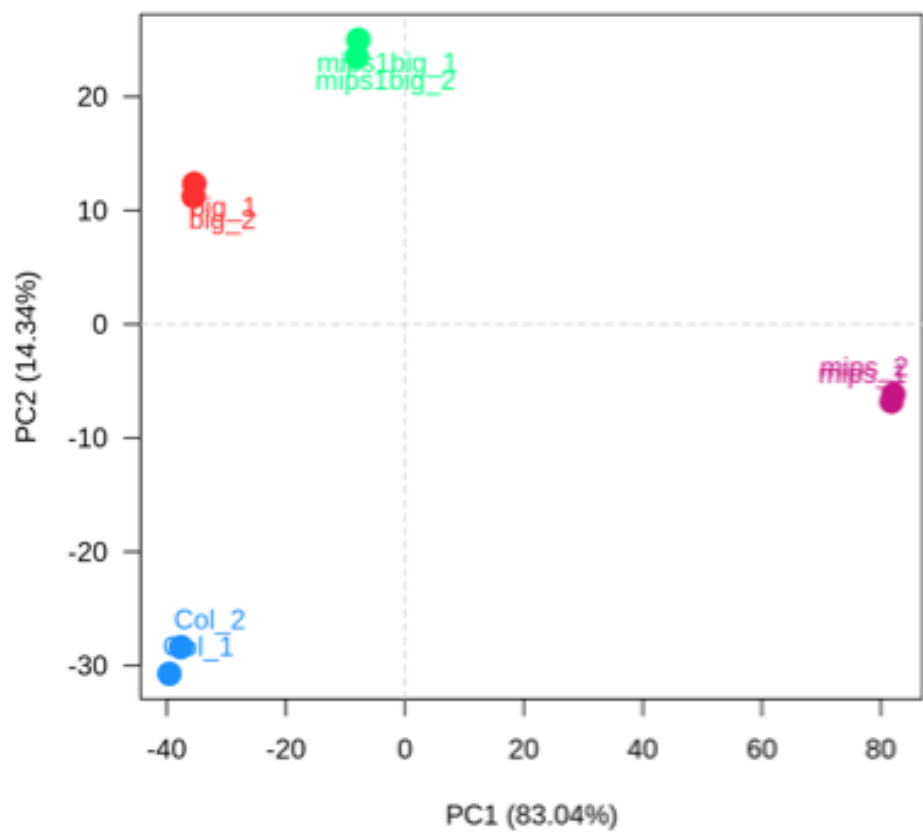

Fig. S7

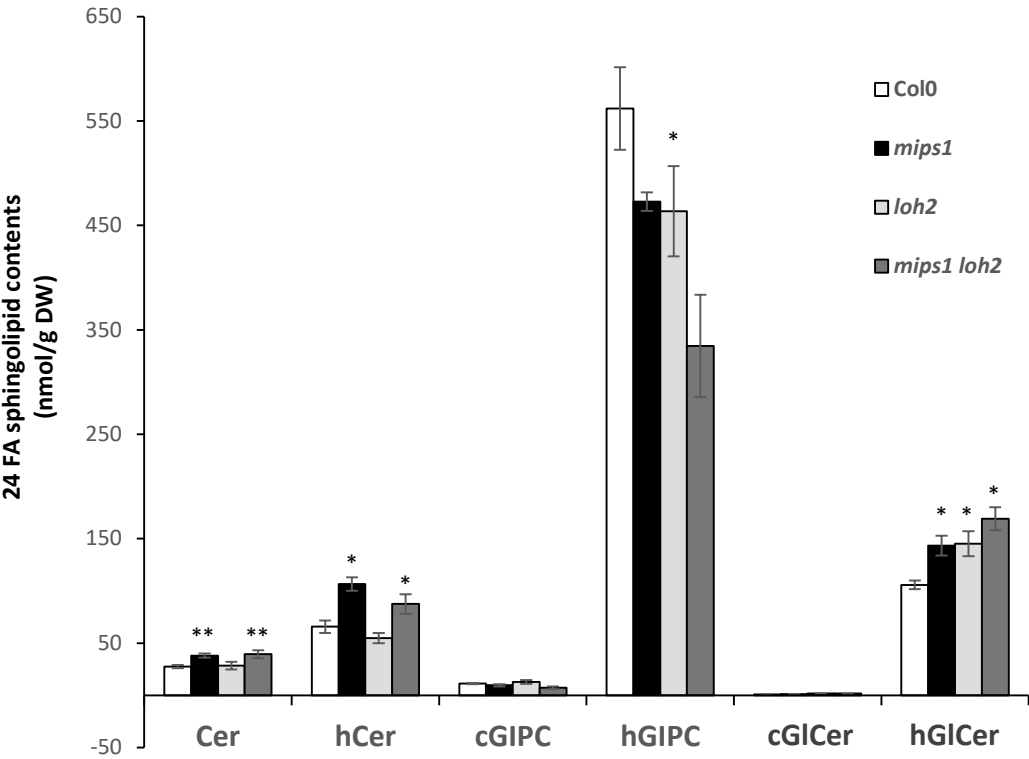

Fig. S8

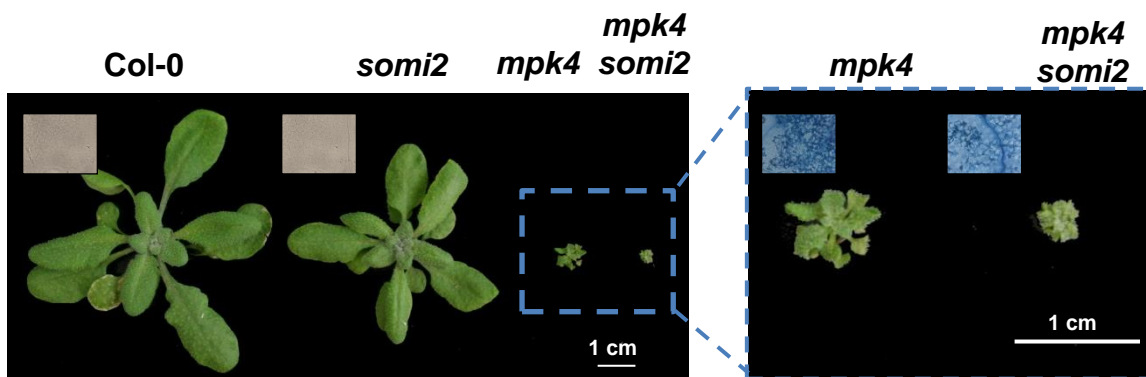

**TABLE S1****List of genes specifically under-expressed in *mips1* involved in sphingolipids metabolism**

| <b>Genes</b> | <b>Description</b>                                      |
|--------------|---------------------------------------------------------|
| AT1G01120    | KCS1 (3-ketoacyl-CoA synthase 1)                        |
| AT2G26250    | KCS10 (3-ketoacyl-CoA synthase 10)                      |
| AT2G26640    | KCS11 (3-ketoacyl-CoA synthase 11)                      |
| AT2G46720    | KCS13 (3-ketoacyl-CoA synthase 13)                      |
| AT5G04530    | KCS19 (3-ketoacyl-CoA synthase 19)                      |
| AT1G04220    | KCS2 (3-ketoacyl-CoA synthase 2)                        |
| AT1G25450    | KCS5 (3-ketoacyl-CoA synthase 5)                        |
| AT3G55360    | ECERIFERUM 10 (CER10), Enoyl-CoA reductase              |
| AT2G34770    | FAH1 (Fatty acid hydroxylase 1)                         |
| AT4G20870    | FAH2 (Fatty acid hydroxylase 2)                         |
| AT5G10480    | PASTICCINO 2 (PAS2) (Protein tyrosine phosphatase-like) |
| AT1G14290    | SPHINGOID BASE HYDROXYLASE 2 (SBH2)                     |

TABLE S2

List of genes under-expressed in *mips1* and over-expressed in *somi2* and *mips1 somi2* enriched for GO corresponding to "Cell Cycle" terms

| Genes     | Description                                                |
|-----------|------------------------------------------------------------|
| AT5G65420 | CYCLIN D4;1                                                |
| AT5G03270 | CYCLIN D6                                                  |
| AT2G45080 | CYCLIN p3                                                  |
| AT2G38620 | CYCLIN dependent kinase B1 ;2                              |
| AT3G50410 | OBF Binding protein 1                                      |
| AT1G76310 | CYCLIN B2;4                                                |
| AT1G07370 | PCNA                                                       |
| AT2G42260 | UV-B Insensitive 4                                         |
| AT2G33560 | BUB1-related (BUB1: budding uninhibited by benzimidazol 1) |
| AT4G34160 | CYCLIN D3;1                                                |
| AT4G35620 | Cyclin B2;2                                                |
| AT4G21270 | kinesin 1                                                  |
| AT2G17620 | Cyclin B2;1                                                |
| AT3G23670 | phragmoplast-associated kinesin-related protein            |
| AT1G16330 | cyclin b3;1                                                |
| AT1G20610 | Cyclin B2;3                                                |
| AT3G57860 | UV-B-insensitive 4-like protein                            |
| AT3G25980 | DNA-binding HORMA family protein                           |
| AT1G44110 | Cyclin A1;1                                                |
| AT1G02065 | squamosa promoter binding protein-like 8                   |

|           |                                                            |
|-----------|------------------------------------------------------------|
| AT3G11520 | CYCLIN B1;3                                                |
| AT1G03780 | targeting protein for XKLP2                                |
| AT1G15570 | CYCLIN A2;3                                                |
| AT4G05190 | kinesin 5                                                  |
| AT2G26760 | Cyclin B1;4                                                |
| AT5G51600 | Microtubule associated protein (MAP65/ASE1) family protein |
| AT5G06150 | Cyclin family protein                                      |
| AT1G76540 | cyclin-dependent kinase B2;1                               |

**TABLE S3****RT-qPCR primers**

| Primer name | DNA sequence (5' to 3')      |
|-------------|------------------------------|
| PR1-fwd     | ACTACAACTACGCTGCGAACAC       |
| PR1-rev     | TCACTTTGGCACATCCGAGTC        |
| PR5-fwd     | TGTCGTGGCCTGCAAGAGTG         |
| PR5-rev     | AGTCCGTGGGAGGACAAGTTTC       |
| BIG-fwd     | CCGTAGGGTCTTTCTCCAGC         |
| BIG-rev     | CGGTTAAGGTTTCTGCGTCTTG       |
| UBQ10-fwd   | GGCCTTGTATAATCCCTGATGAATAAG  |
| UBQ10-rev   | AAAGAGATAACAGGAACGGAAACATAGT |

**Genotyping primers**

| Primer name | DNA sequence (5' to 3')        |
|-------------|--------------------------------|
| Lba1        | TGGTTCACGTAGTGGGCCATCG         |
| Tag3        | TGATACCAGACGTTGCCCGCATAA       |
| MIPS1-LP    | TTGCTAGCAACCATATCGTCC          |
| MIPS1-RP    | TTCGTGTCGGATCTTTTAACG          |
| MIPS1-2-RP  | ACTCACACCCCAAAACCGATCCA        |
| BIG-LP1     | ACTGGTGCTGATGAGATCCAC          |
| BIG-RP1     | AAAGTGGAGAGGACGTATTCCAG        |
| BIG-LP3     | ATTTGTATGACAAACAGCCGCTC        |
| BIG-RP3     | CTTTATTGAGAGCCCCAGTCC          |
| MPK4-RP     | GTGACAATGCAAGAAGATACGTTAGACAGC |
| MPK4-LP     | CTTGAAATATCTACAGAGTTGGTGTG     |
| LOH2-RP     | AAACCGCACTGGCACATATAG          |
| LOH2-LP     | TCCACTGTTATCCTATTATCTTCGC      |

**Couple of primers for genotyping mutant lines**

| T-DNA line     | WT allele             | Mutant allele   |
|----------------|-----------------------|-----------------|
| <i>mips1-1</i> | MIPS1-LP + MIPS1-RP   | MIPS1-RP+Lba1   |
| <i>mips1-2</i> | MIPS1-LP + MIPS1-2-RP | MIPS1-RP + Tag3 |
| <i>big-1</i>   | BIG-LP1 + BIG-RP1     | BIG-RP1 + Lba1  |
| <i>big-3</i>   | BIG-LP3 + BIG-RP3     | BIG-RP3 + Lba1  |
| <i>loh2-2</i>  | LOH2-LP + LOH2-RP     | LOH2-RP + Lba1  |
| <i>mpk4</i>    | MPK4-LP + MPK4-RP     | MPK4-RP + Lba1  |

**CAPS primers**

| Primer name        | DNA sequence (5' to 3')        |
|--------------------|--------------------------------|
| XPO1b-caps-fwd     | AATGACTGTATATCTTCTTTACCTTTAAG  |
| XPO1b-caps-rev     | CAAATGCCAACCATCATCCCTCG        |
| AT3G05870-caps-fwd | GCAGAAGAGAATGGCAGTTCAAAGAGTAAC |
| AT3G05870-caps-rev | AGCAATCAAACCAAGGACAAGC         |
| AT3G07980-caps-fwd | CAACGATCCGAGATACTTGAC          |
| AT3G07980-caps-rev | TTTGATGCTTCTTGGTTGTTAATTCGTCTG |

**Couples of primers for CAPS identification**

| Gene      | CAPS PCR                                | Digestion enzyme |
|-----------|-----------------------------------------|------------------|
| XPO1      | XPO1b-caps-fwd + XPO1b-caps-rev         | HindIII          |
| AT3G05870 | AT3G05870-caps-fwd + AT3G05870-caps-rev | DdeI             |
| AT3G07980 | AT3G07980-caps-fwd + AT3G07980-caps-rev | SalI             |

How the deposited data were processed for this re-analysis (not part of the article)

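Messenger RNA of rosette leaves was sequenced in 8 libraries, with 2 replicates of each of 4 genotypes (Col-0, *somi2*, *mips1* and *mips1 somi2*), and each library's condition was taken from its deposited label. The authors' deposited raw table holds counts: the number of reads that featureCounts assigned to the exons of each gene of the Araport11 annotation, without normalization. Beside them it lists the summed exon length of each gene in bp, as the authors' counting tool reports it. A second deposited table holds a signal made by the authors, normalized counts, which are the raw counts divided by the DESeq2 size factor of the library, for 21508 genes. The deposited tables of comparisons hold the authors' log2 fold changes with their p-values and adjusted p-values from DESeq2, for the genes under their significance threshold. All values at the claims were computed from the raw counts, and the other tables were used only for checks and for the settings that name them.

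The count table lists 37336 genes, of which 37051 (99.2%) were matched to the RefSeq annotation of the TAIR10 genome for their symbol, product and position. Genes were filtered with filterByExpr, which kept 23916 genes, among them 140 organelle genes. Libraries held 50123257 to 104501879 counts, so that 3 counts, used as the limit of detection, correspond to 0.0273 to 0.0716 CPM. Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation) in R 4.3.3, with a common dispersion of 0.00726. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Comparisons were each line against Col-0, *mips1 somi2* against *somi2* and against *mips1*, and the interaction, which is the difference between the effect of *mips1* in the *somi2* background and in Col-0. Gene sets were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM values with a prior count of 2, and the p-values of all set tests were adjusted together. DESeq2 1.42.0 was run as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. No library and no column of a library was left out.

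On simulated counts with 200 genes changed by 2-fold, 2 libraries against 2, the edgeR test recovered 167 of them (83.5%) in 183 calls, of which 8.74% were false, and an unchanged comparison gave 3 calls. DESeq2 recovered 163 (81.5%) in 190 calls, of which 14.2% were false. Of 200 random sets of 12 genes, camera called 2.5% and fry 4%. Overlaps and correlations between comparisons that share the Col-0 libraries were set beside 20 simulations in which no line differed from Col-0. Further tests, chosen after the values were seen, picked genes with part of the shared libraries and read the result with the rest, or took the genes called in *mips1* in the same direction, in place of all genes, as the background of a family's share. Shares of genes have 95% Wilson intervals. With 2 libraries per group, leaving out a library leaves no estimate of the spread in that group, so such fits give fold changes and medians only. For the same reason no count of other splits of the samples was made.

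Genes were named by this rule: every gene the paper's results and its Tables S1 and S2 name and the annotation identifies, and, for each comparison, the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among called genes with a mean normalized count of at least 50 over the 4 libraries compared and no overlap between the groups. A set of 7 genes of the circadian clock was added for a test of harvest time. Gene sets were the lists of Tables S1 and S2, and families taken by symbol or product: photosystem and antenna genes, Aux/IAA and SAUR, PIN, JAZ, ethylene biosynthesis (ACS and ACO), A, B and D cyclins, PR, KCS, WRKY and organelle-encoded genes. Families for iron homeostasis, class III peroxidases, the anthocyanin pathway, ERF, kinesins, tubulins and expansins were added later, without knowledge of their values. The alternatives were DESeq2 with its size factors, RLE size factors in edgeR, library size only, no filter beyond 1 count, at least 10 counts in every library, only the libraries of the groups compared, a replicate block, counts thinned to the smallest library total, an unadjusted p under 0.05, a minimum absolute log2 fold change of 1, fry in place of camera, and each library left out in turn. The overlap with the *somi2* background was also taken against *mips1*, the wild-type level was also defined with an absolute log2 fold change under 0.5, the principal components were also computed on all genes and on variance-stabilized values, and the grouping also on all genes and on correlations. These comparisons, tests and alternatives and the naming rule were set before the data were examined. The genes of the authors' normalized table, DESeq2 on those genes with a minimum absolute log2 fold change of 1, and a correction for GC content and length (23776 genes, 99.4%, in 20 bins) were chosen after seeing the data. Hormone, sphingolipid and RT-qPCR measurements of the paper are not analysed here.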

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

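The tests of mislabelled libraries, of *mips1* RNA in the *mips1 somi2* libraries, of clock genes between *mips1 somi2* and *mips1*, of neighbouring genes and of overlapping genes were chosen only after the result they bear on was seen.

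The effect of *mips1* on expression differed between the Col-0 and *somi2* backgrounds for 14840 genes by the interaction term, a difference between groups that the paper reads from overlaps of lists. Several technical explanations are at odds with the tables. With counts thinned to the smallest library total, 94.2% of the interaction calls were made in the same direction, so unequal depth is not the whole cause. With library size only or RLE size factors in place of TMM, at least 86.7% were made in the same direction, which argues against a shift of the scaling by a few abundant genes. A correction for GC content and length, chosen after seeing the data, left 97.5% in the same direction. The libraries are also labelled as their own transcripts say, since all 8 values that should be low, 4 of *MIPS1* in the *mips1* lines and 4 of *BIG* in the *somi2* lines, lay below both Col-0 libraries. What stays open is the time of harvest: the interaction of 3 morning clock genes minus that of 4 evening clock genes was 1.68 on the log2 scale, and a different hour of harvest and an effect of the mutations on the clock cannot be told apart, because no hour of harvest is recorded for any library and *LHY* moved against *CCA1* and *PRR9*. Where the plants of each line stood is not recorded, so an effect of growth position was not tested. A dependence of the *mips1* response on BIG remains a hypothesis. The paper shows by trypan blue staining and ion leakage that *mips1 somi2* lacked the lesions of *mips1*. Plants of *mips1 big-1* and *mips1 big-3* showed no lesions either. Whether the lesions account for the difference in expression remains a hypothesis too, because the design ties them to the lines.

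The same difference between backgrounds appeared for genes that the paper names. Interactions on the log2 scale, called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were 1.30 for *MIPS1*, -6.81 for *PR1*, -6.52 for *PR5*, -3.03 for *ICS1*, -1.44 for *LOH2*, -0.92 for *UBQ10*, -0.80 for *ACS8* (-0.39 without *somi2* replicate 2) and -1.22 for *LOX2*. For the JAZ genes they were -2.98 (*JAZ1*), -3.26 (*JAZ5*), -6.00 (*JAZ7*) and -1.10 (*JAZ10*), and for AT3G07980, a candidate gene of the mapping that overlaps a neighbour, 0.32. *ACS5* had no count in *mips1*, so that it was at least 45.2-fold lower there than in Col-0 and its fitted interaction of 10.39 is no measure of size. No separate test of a technical cause was run for single genes.

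Gene sets differed between the backgrounds as well, with adjusted p under 0.05 in camera's set test with Benjamini-Hochberg adjustment. Median interactions were positive for photosystem and antenna genes (1.48), Aux/IAA and SAUR genes (1.26), cyclins (1.11), PIN genes (1.10), tubulins (1.02), kinesins (0.99), expansins (0.80), KCS genes (0.73) and the lists of Table S1 (1.26) and Table S2 (1.65). They were negative for PR genes (-6.66), WRKY genes (-2.42), ERF genes (-1.85) and JAZ genes (-0.97). Scaling by library size only shifts every interaction by about the same amount, less than any of these medians. Organelle-encoded genes had a median of 1.39 that fry did not call (adjusted p = 0.310), and it rests on Col-0 libraries whose organelle shares differed, since without Col-0 replicate 1 the median of *somi2* against Col-0 turned from -0.74 to 0.44 and that of *mips1 somi2* from -0.70 to 0.49, and without Col-0 replicate 2 they were -1.48 and -1.31.

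*PR1* and *PR5* stayed above Col-0 in *mips1 somi2*, at 5.65% and 5.03% of their *mips1* level. RNA or lesion tissue of *mips1* in the *mips1 somi2* libraries would bring all abundant *mips1* transcripts at a common share. A set of 112 genes had no counts above the limit in Col-0 and at least 100 counts in each *mips1* library. Their mean CPM in *somi2* was a small fraction of that in *mips1*. Their median share was 2.31% (range 0 to 81.2%), and 60.7% of them had less than 0.5 times the share of *PR1*. Such a mixture therefore does not account for the level of *PR1*. The paper reports that the rise of SA content in *mips1* was lost in the double mutant. By RT-qPCR it also reports much lower *PR1*, *PR5* and *ICS1* transcripts there than in *mips1*. In these libraries *ICS1* stayed above Col-0 in *mips1 somi2* as well. A residual SA response in *mips1 somi2* remains a hypothesis, because these libraries hold no measurement of SA.

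The paper gives no number of genes for the direct comparison of *mips1 somi2* with *mips1*, in which 18663 genes were called, 9350 up-regulated and 9313 down-regulated. In this comparison the mean log2 fold change of the morning clock genes was 0.97 and that of the evening clock genes -1.62, a difference of 2.59. A different hour of harvest and a change of the clock by the mutations cannot be told apart here, because the lines carry no recorded hour.

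Expression in genes outside those the paper discusses also stood out, as 370 genes had at most 3 counts in each Col-0 library and a mean normalized count of at least 50 in a mutant line. Of these, 245 reached that count in *mips1* alone, 64 in both *somi2* lines, 25 in both *mips1* lines, 24 in *mips1 somi2* alone, 9 in *somi2* alone and 3 (AT1G62420, *OSM34* and AT4G16820) in all mutant lines. A gene short of that count in a line can still be expressed there, as most of those that reached it in *somi2* alone or *mips1 somi2* alone were in the other of these lines. Counting of reads for several overlapping genes is at odds with the tables for most of them, since 7.57% shared their counts with another gene or overlapped another of these genes. Neighbours within 50 kb formed 99 pairs, against a mean of 61.7 and at most 88 in 10000 random sets of expressed genes (p = 0.0001, the smallest that these permutations can give, one-sided). Segments of another genome around linked genes might give such pairs, but clusters of co-regulated neighbours would give them too. A segment that *mips1 somi2* had taken over from *mips1* would raise its genes in both lines. Of the 370 genes, 245 reached the count in *mips1* alone and 25 in both *mips1* lines. This argues against such a segment for the 245 genes, unless crosses removed it. For the others, both explanations cannot be told apart without sequence reads. The longest runs held 7 genes each, on chromosome 1 from 4622550 to 4704694 and on chromosome 4 from 11844242 to 11857417.

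The naming rule gave further genes that the paper does not report, each with expression above the limit of detection in at least 1 line. AT2G44240 reached 144 CPM in *mips1*, at least 2690.2-fold above Col-0, and AT1G33950 reached 25.8 CPM there, at least 483-fold. AT1G64795 reached 14.5 CPM in *mips1* (at least 272-fold above Col-0), AT3G55790 3.16 CPM (at least 59.2-fold), AT2G01920 2.95 CPM (at least 55.3-fold) and *SCPL14* (AT3G12230) 2.69 CPM (at least 50.2-fold). In *somi2*, AT5G01080 reached 16.4 CPM (at least 307-fold above Col-0), AT4G22505 16.3 CPM (at least 305-fold), AT4G22495 16.1 CPM (at least 302-fold) and AT4G22510 8.22 CPM (at least 154-fold). The last 3 overlap other annotated genes in the run on chromosome 4, so they are not independent of each other. In *mips1 somi2*, *CYP77B1* (AT1G11600) reached 12.1 CPM (at least 226-fold above Col-0), *CYP706A3* (AT5G44620) 2.09 CPM (at least 39.1-fold), AT2G10960 1.45 CPM (at least 33.4-fold above *somi2*) and AT2G35310 1.64 CPM (at least 47.5-fold above *mips1*). AT1G27565 reached 3.13 CPM at most and was at least 60.8-fold lower in *mips1* and at least 52.1-fold lower in *mips1 somi2* than in Col-0. No explanation was tested for single genes of this list.

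*UBQ10*, the reference gene of the paper's RT-qPCR, was higher in both *mips1* libraries than in both Col-0 libraries, with a log2 fold change of 0.90 (standard error 0.0793, adjusted p = 4.19e-07) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its reads can be shared with other polyubiquitin genes, and no explanation of the change was tested.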

How the results depend on the processing

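Apart from the settings named as chosen after seeing the data, all settings were set beforehand, and the cause of each change below was not tested unless stated. RLE size factors changed the direction or call of no list or family median, but the direction that prevailed among the calls changed: up-regulated genes made up 50.7% in *mips1* (49.2% with TMM), 48.5% in *somi2* (52.1%), 52.4% in *mips1 somi2* against *somi2* (43.9%) and 49.0% against *mips1* (50.1%). With RLE size factors, 429 genes were down-regulated in *mips1* and up-regulated in *mips1 somi2* against *somi2*, in place of 343. Under DESeq2 the share was 50.7% in *mips1*, 47.4% in *somi2*, 49.6% in *mips1 somi2* (50.3% with TMM in edgeR) and 48.6% against *mips1*. With the replicate block, the shares at wild-type level were 33.9% and 29.6%. Of the calls in each of the 6 comparisons, 92.0% to 99.8% were made in the same direction with RLE size factors, 80.9% to 93.8% with DESeq2, 69.6% to 97.4% with library size only, 87.6% to 95.6% with thinned counts and 89.4% to 98.4% with the replicate block.

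With library size only, the median gene moves against Col-0, and the numbers of up- and down-regulated genes followed: 11506 and 2109 for *somi2*, 13721 and 2848 for *mips1 somi2*, and 4172 and 1476 for *mips1 somi2* against *somi2*, with 5813 down-regulated in *mips1*. Up-regulated genes then made up 67.4% of the calls in *mips1*, 84.5% in *somi2*, 82.8% in *mips1 somi2*, 73.9% against *somi2* and 35.9% of the interactions. Overlaps were 7882 genes up-regulated in *mips1* and *mips1 somi2*, 906 up- and then down-regulated and 1445 down-regulated in both, and against *somi2* 2982 up-regulated in both, 649 down- and then up-regulated and 527 down-regulated in both. The shares at wild-type level were 22.0% and 26.2% and the distance ratio of the grouping was 0.369. Medians that changed sign, in *somi2* and *mips1 somi2*, were 0.12 and 0.32 for Table S1 and for KCS genes alike, 0.043 and 0.14 for PIN genes, 0.13 and 0.25 for iron homeostasis genes, and 0.26 and 0.34 for tubulins, and in *mips1* 0.15 for ethylene biosynthesis genes. Ethylene biosynthesis genes in *mips1 somi2* (-0.086) and organelle-encoded genes in *somi2* (-0.47) and *mips1 somi2* (-0.32) became calls of camera, and peroxidases in *mips1* (1.09) ceased to be one. Single genes changed sign to 0.012 and 0.10 for *UBQ10* (*somi2* and *mips1 somi2*), 0.13 and 0.36 for *LOH2* (*somi2* and *mips1 somi2*), 0.17 for *AT3G05870* (*mips1*), 0.10 and 0.36 for *KCS11* (*somi2* and *mips1 somi2*), 0.15 and 0.27 for *KCS13* (*somi2* and *mips1 somi2*), 0.27 for *KCS2* (*mips1 somi2*), 0.11 for *PRR9* (*mips1 somi2*), 0.041 for *TOC1* (*somi2*) and 0.19 for *LUX* (*somi2*). For single genes, 8 other values became calls and 7 ceased to be calls.

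With a minimum absolute log2 fold change of 1, fewer genes pass by construction. The numbers of up- and down-regulated genes were 4126 and 3424 for *mips1*, 2159 and 601 for *somi2* and 3035 and 1199 for *mips1 somi2* against Col-0, 534 and 322 for *mips1 somi2* against *somi2*, 4245 and 4336 for *mips1 somi2* against *mips1*, and 3097 and 3905 for the interaction. Overlaps were 1299 and 100 for *mips1* up-regulated genes that were up- and down-regulated in *mips1 somi2* against Col-0, 451 and 522 for *mips1* down-regulated genes, and 468, 99, 3 and 54 in the same order against *somi2*. The shares at wild-type level were 63.4% and 70.6%. With DESeq2 on the genes of the authors' normalized table and the same minimum, chosen after seeing the data, the numbers were 3630 and 2954 for *mips1*, 1628 and 505 for *somi2* and 2422 and 986 for *mips1 somi2* against Col-0, 472 and 274 for *mips1 somi2* against *somi2*, 3428 and 3871 for *mips1 somi2* against *mips1*, and 2823 and 3551 for the interaction. Overlaps were 1118 and 89 for *mips1* up-regulated genes that were up- and down-regulated in *mips1 somi2* against Col-0, 412 and 402 for *mips1* down-regulated genes, and 435, 93, 4 and 34 in the same order against *somi2*, and the shares were 64.2% and 71.6%.

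With an unadjusted p under 0.05, more genes pass by construction, 3524 and 4103 up- and down-regulated against *somi2*, with overlaps of 2163 up-regulated in both, 757 down- and then up-regulated and 2151 down-regulated in both, and shares of 27.7% and 24.5%. When each fit used only the libraries compared, 3710 genes were up-regulated against *somi2* and 765 were down-regulated in *mips1* and up-regulated there, the shares were 35.1% and 33.1% and the distance ratio was 0.311; 3 single genes ceased to be calls. Taken against *mips1* in place of *somi2*, the overlaps held 513 and 7129 *mips1* up-regulated and 6663 and 639 *mips1* down-regulated genes that were up- and down-regulated. DESeq2 gave shares of 35.9% and 31.9%, a distance ratio of 0.350 and a median of 0.79 for peroxidases in *mips1* that was no longer called, and 3 single genes ceased to be calls. Thinned counts gave shares of 33.8% and 29.6% and a distance ratio of 0.361, and 2 single genes ceased to be calls. An absolute log2 fold change under 0.5 as a further condition gave shares of 27.0% and 26.5%. The distance ratio was 0.210 on correlations and 0.362 on all genes. The components of the PCA moved to 68.2% and 24.6% with all genes and to 85.2% and 11.7% with variance-stabilized values.

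Without a filter on low counts, the share of up-regulated genes at wild-type level was 34.0% and the distance ratio 0.371, the median of ethylene biosynthesis genes in *somi2* changed sign to -0.064, that of expansins in *mips1* was 0, and organelle-encoded genes in *somi2* became a call at -0.66. With at least 10 counts in every library, which drops the genes that are silent in a line, the share of up-regulated genes was 31.2%, the slope 0.209 and the distance ratio 0.298. Medians then changed sign to -0.29 for ethylene biosynthesis genes in *somi2*, -0.22 for ERF genes in *mips1 somi2* and 0.0017 for tubulins in *somi2*, and the calls of WRKY genes in *mips1 somi2* (0.27), peroxidases in *mips1* (0.016) and anthocyanin genes in *mips1* (0.21) were lost. Single genes changed sign to 0.022 for *LOH2* (*mips1 somi2*) and 0.021 for *KCS11* (*mips1 somi2*). On the genes of the authors' normalized table, chosen after seeing the data, the shares were 29.5% and 26.6%, the median of ERF genes in *mips1 somi2* was -0.23, and single genes changed sign to 0.00057 for *LOH2* (*mips1 somi2*) and 0.017 for *AT3G03110* (interaction). Under fry the organelle-encoded genes in *mips1* (-1.33) ceased to be a call. Sets that became calls were, in *mips1*, ethylene biosynthesis (-0.18) and iron homeostasis genes (0.040); in *somi2*, PIN (-0.23), JAZ (0.34), ethylene biosynthesis (0.25), KCS (-0.15), iron homeostasis (-0.15), ERF (0.48) and expansin genes (0.32); and in *mips1 somi2*, Table S1 (-0.064), PIN (-0.24), JAZ (0.54), ethylene biosynthesis (-0.47), iron homeostasis (-0.13), ERF (0.12) and expansin genes (0.35).

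Fits that each left out 1 library gave medians but no calls. Medians against Col-0 that moved by more than the spread between replicates or changed sign ran, across the 4 fits of *mips1*, from -1.39 to -1.30 for the Table S1 list, -1.89 to -1.78 for photosystem and antenna genes, -1.62 to -1.46 for Aux/IAA and SAUR genes, -1.28 to -0.99 for cyclins, 9.56 to 9.63 for PR genes, -0.99 to -0.82 for KCS genes, 2.63 to 2.77 for WRKY genes, -0.022 to 0.090 for iron homeostasis genes, 0.65 to 1.16 for peroxidases, 2.26 to 3.26 for anthocyanin genes and -0.61 to -0.40 for expansins. Across the 4 fits of *somi2* they ran from -0.23 to -0.081 for the Table S1 list, -0.84 to -0.67 for Aux/IAA and SAUR genes, -0.33 to -0.094 for PIN genes, 0.14 to 0.23 for ethylene biosynthesis genes, 0.94 to 1.20 for cyclins, -1.48 to 0.44 for organelle-encoded genes, -0.27 to -0.13 for iron homeostasis genes, 4.26 to 5.23 for anthocyanin genes, 0.40 to 0.63 for ERF genes, 0.80 to 1.44 for kinesins, -0.039 to 0.0032 for tubulins and 0.31 to 0.42 for expansins. For *mips1 somi2* the ranges were 1.62 to 1.84 for the Table S2 list, -1.05 to -0.97 for photosystem and antenna genes, -1.10 to -0.95 for Aux/IAA and SAUR genes, -0.33 to -0.10 for PIN genes, 0.42 to 0.64 for JAZ genes, -0.63 to -0.33 for ethylene biosynthesis genes, 0.97 to 1.22 for cyclins, 0.75 to 0.84 for WRKY genes, -1.31 to 0.49 for organelle-encoded genes, -0.23 to -0.12 for iron homeostasis genes, 1.47 to 1.84 for peroxidases, 0.027 to 0.21 for ERF genes and 0.28 to 0.43 for expansins. Organelle-encoded genes in *somi2* and *mips1 somi2* and iron homeostasis genes in *mips1* changed sign without Col-0 replicate 1, and tubulins in *somi2* without *somi2* replicate 1. Single genes that changed sign against Col-0 had ranges of -0.38 to 0.064 for *AT3G05870* in *mips1*, -0.027 to 0.21 for *KCS10* and -0.30 to 0.029 for *KCS13* in *somi2* and -0.074 to 0.041 for *LOH2*, -0.045 to 0.18 for *AT3G07980*, -0.019 to 0.22 for *KCS10* and -0.058 to 0.038 for *KCS11* in *mips1 somi2*, and across 8 fits the interactions were -0.11 to 0.080 for *AT3G03110* and -0.42 to 0.016 for *AT3G05870*. Other single genes moved by more than the spread in 10 values without Col-0 replicate 1, 13 without Col-0 replicate 2, 9 and 14 without *mips1* replicates 1 and 2, 4 and 6 without those of *mips1 somi2*, and 3 and 2 without those of *somi2*. Depth limits the silent genes, whose folds are bounds at 3 counts.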

Differences from the paper's values

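No test in this part was chosen after the result was seen, apart from the setting named as such. A gap counts as closed when neither value is more than 1.5 times the other. The paper reports 3630 up-regulated and 2954 down-regulated genes in *mips1*, where 8602 and 8877 were called here. Of the alternatives set before the data were examined, a minimum absolute log2 fold change of 1 closed both gaps, with 4126 and 3424 genes, and none of the others did. For *somi2* the paper reports 1628 and 505 genes against 6129 and 5646 here, and for *mips1 somi2* 2422 and 986 genes against 7428 and 7338. The same minimum closed these gaps, with 2159 and 601 genes for *somi2* and 3035 and 1199 for *mips1 somi2*, and no other alternative set before the data were examined did. DESeq2 on the genes of the authors' normalized table with that minimum, chosen after seeing the values, gave the paper's numbers of 3630, 2954, 1628, 505, 2422 and 986 genes.

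The paper's share of down-regulated genes among the DEGs of *somi2* is 23%, and it was 47.9% here. Of the alternatives set before the data were examined, the minimum fold change (21.8%) closed this gap. Library size only (15.5%) fell below the paper's share and came barely within 1.5 times of it, from 11506 up-regulated and 2109 down-regulated genes, which are far from the paper's 1628 and 505. The others did not close the gap, and the DESeq2 setting chosen after seeing the values gave 23.7%.

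The paper reports 412 genes down-regulated in *mips1* and up-regulated in *mips1 somi2*, against 2195 here. Only the minimum fold change, with 451 genes, closed the gap among the alternatives set before the data were examined, and the DESeq2 setting chosen after seeing the values gave 412. For genes down-regulated in *mips1* and up-regulated in *mips1 somi2* compared with *somi2*, the paper's number is 4 and 343 were found here, with 3 under the minimum fold change and 4 under the DESeq2 setting chosen after seeing the values, and no other alternative set before the data were examined closed the gap.

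In the paper, 27% of the genes up-regulated in *mips1* are down-regulated in the *somi2* background, against 10.5% here. None of the alternatives set before the data were examined closed the gap: the share was 2.40% with the minimum fold change and 82.9% when *mips1 somi2* was compared with *mips1*. The DESeq2 setting chosen after seeing the values gave 2.56%.

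The paper's text names genes of Table S1 as specifically down-regulated in *mips1*. *KCS1*, *FAH1*, *FAH2* and *SBH2* were also down-regulated in *somi2* and *mips1 somi2*, with log2 fold changes of -0.72, -0.82, -0.63 and -0.96 in *somi2*, and *KCS2* was in *somi2* (-0.37). With an absolute log2 fold change of at least 1 required, 0 genes of the list were down-regulated in *somi2* and 2 in *mips1 somi2*. The paper's text names *PR1* and *PR5* as specifically over-expressed in *mips1*. Here they were also up-regulated in *somi2* (2.66 and 2.21) and in *mips1 somi2* (6.39 and 4.32). It describes genes of oxidoreductases as down-regulated in *somi2*, and class III peroxidases had a median log2 fold change of 0.86, though the paper does not name this family. It describes ethylene biosynthesis and auxin transport as still down-regulated in *mips1 somi2*. The ACS and ACO genes (median -0.47) and the PIN genes (median -0.24, or 0.14 with library size only) were not called by camera as sets. Fry called both, in a direction that was not kept. The paper describes the cell cycle, cytoskeleton and cell wall terms as enriched among up-regulated genes in *somi2*. Cyclins (median 1.11) and kinesins (median 1.10) were called there by camera, in the direction that the paper gives. Tubulins (median -0.016, or 0.26 with library size only) and expansins (median 0.32) were not called by camera. Fry called the expansins, in a direction that was not kept.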

Other observations

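The test of the gene list of Fig. 3e was chosen only after the result was seen, and so was the split of the Col-0 libraries, while the test of the *somi2* single mutant was chosen before.

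Fig. 3e sets genes up-regulated in *mips1* against genes down-regulated between *mips1 somi2* and *somi2*. In the authors' deposited tables, 1008 of the genes with a log2 fold change over 1 in *mips1* (27.8%) are listed for *mips1 somi2* against *somi2* with a log2 fold change under 1, and 625 of these 1008 values are positive. With a log2 fold change under -1 as the condition, the overlap held 93 genes (2.56%), and under 0 it held 383 (10.6%). Of genes under -1 in *mips1*, 687, 34 and 533 met the same conditions, and 4 were over 1. The share of 27% in the paper may therefore count genes under 1 as down-regulated, a candidate explanation found on the same tables.

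Genes down-regulated in *mips1* and up-regulated in *mips1 somi2* might owe their increase over Col-0 to *somi2* alone. Of the 2195 genes, 83.4% were also up-regulated in the *somi2* single mutant, against 2.90% of the other genes down-regulated in *mips1*, and the same held for 95.8% of the 451 genes with a change of at least 1 on the log2 scale in both lines. Both comparisons share the Col-0 libraries, which alone makes them alike. When genes with a change of at least 1 were picked against 1 Col-0 library and *somi2* was set against the other, 99.5% and 99.6% of them were higher in *somi2*. The same held for 38.2% and 35.8% of the other genes down in *mips1* and 50.3% and 50.9% of all tested genes. This is consistent with that explanation of the increase, and it leaves open why the decrease by *mips1* was rarely called in the *somi2* background. There, 13 of the 2195 genes were down-regulated between *mips1 somi2* and *somi2*, or 29 when the fit used only the libraries compared, and 87.6% or 70.8% were not called.

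In the authors' tables, genes with a log2 fold change over 1 or under -1 number 3630 and 2954 for *mips1*, 1628 and 505 for *somi2*, 2422 and 986 for *mips1 somi2*, and 472 and 274 for *mips1 somi2* against *somi2*. Of these, edgeR also called 3628, 2940, 1625, 494, 2416, 972, 465 and 274 in the same order. Of the genes over 1 in *mips1*, 26.6% were in neither the table of *somi2* nor that of *mips1 somi2*, and of those under -1 25.0%, while of all listed genes 33.4% and 30.1% were in neither. The authors' normalized table lacks 2408 of the genes tested here, among them all 140 organelle genes, and its genes have at least 111 counts over all libraries.

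The Col-0 replicates differed more than those of other lines. A chi-square per gene of the counts of both replicates, which is about 1 for sampling noise alone, was 136 in Col-0, 5.18 in *somi2*, 9.13 in *mips1* and 11.4 in *mips1 somi2*, and 57.3 to 1462 between libraries of different lines. Replicate numbers did not pair the libraries across lines, since correlations of the replicate deviations ran from -0.22 to 0.21.

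Of the families that the paper discusses for *somi2*, camera called the anthocyanin, ERF, JAZ and peroxidase genes in *mips1* as well, but not the iron homeostasis (adjusted p = 0.500) and ethylene biosynthesis genes (adjusted p = 0.795), which fry called (adjusted p = 0.000957 and 4.44e-05). There the median log2 fold change was 2.54 for anthocyanin genes (8 of 11 up-regulated, 1.98 with silent genes at their bound), 1.38 for ERF genes (14 of 20, 1.33), 1.61 for JAZ genes (7 of 10) and 0.76 for peroxidases (26 of 51, 0.81, and 1.16 without Col-0 replicate 2). With at least 10 counts in every library, the calls of the anthocyanin genes (0.21) and the peroxidases (0.016) were lost, and that of the peroxidases also in DESeq2 (0.79) and with library size only (1.09). For iron homeostasis genes it was 0.040 with 10 of 23 up-regulated and 6 down-regulated, and it turned to -0.022 without Col-0 replicate 1 and was 0.082 without Col-0 replicate 2 and 0.090 without *mips1* replicate 1. For the ethylene biosynthesis genes it was -0.18, with 5 of 12 up-regulated and 6 down-regulated, 0.15 with library size only, and -0.090 without *mips1* replicate 1. In *mips1 somi2* the medians were 5.47 for anthocyanin genes (3.01 at the bound), 1.55 for peroxidases (1.5), 0.54 for JAZ genes and -0.13 for iron homeostasis genes, the last with 0.25 under library size only and -0.23 without *mips1 somi2* replicate 1 and -0.22 without Col-0 replicate 1. ERF genes had a median of 0.12 there, 0.0068 at the bound, 0.027 without Col-0 replicate 2 and 0.21 without Col-0 replicate 1.

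The other candidate genes of the *somi2* mapping changed as follows against Col-0 in *mips1*, *somi2* and *mips1 somi2*. AT3G03110 had log2 fold changes of 0.22, 0.56 and 0.76, AT3G05870 of -0.16 (0.17 with library size only), -0.79 and -1.17, and AT3G07980 of 0.30, -0.57 and 0.049. Without Col-0 replicate 1 the *mips1* values were 0.13, 0.064 and 0.19 in this order, and the *mips1 somi2* value of AT3G07980 was -0.045. Without Col-0 replicate 2, AT3G05870 had -0.38 in *mips1* and AT3G07980 0.18 in *mips1 somi2*. The latter 2 genes overlap another annotated gene. Among genes that the naming rule gave, *NEET* (AT5G51720) had -2.02, -3.68 and -2.43, *AGP3* (AT4G40090) -3.85, -3.55 and -3.86, and AT5G35777 -1.0, -2.48 and -5.35 in the same lines.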
